# Regulation of Global Transcription in *Escherichia coli* by Rsd and 6S RNA

**DOI:** 10.1534/g3.118.200265

**Published:** 2018-04-26

**Authors:** Avantika Lal, Sandeep Krishna, Aswin Sai Narain Seshasayee

**Keywords:** gene regulation, sigma factors, RNA polymerase, 6S RNA, Rsd

## Abstract

In *Escherichia coli*, the sigma factor σ^70^ directs RNA polymerase to transcribe growth-related genes, while σ^38^ directs transcription of stress response genes during stationary phase. Two molecules hypothesized to regulate RNA polymerase are the protein Rsd, which binds to σ^70^, and the non-coding 6S RNA which binds to the RNA polymerase-σ^70^ holoenzyme. Despite multiple studies, the functions of Rsd and 6S RNA remain controversial. Here we use RNA-Seq in five phases of growth to elucidate their function on a genome-wide scale. We show that Rsd and 6S RNA facilitate σ^38^ activity throughout bacterial growth, while 6S RNA also regulates widely different genes depending upon growth phase. We discover novel interactions between 6S RNA and Rsd and show widespread expression changes in a strain lacking both regulators. Finally, we present a mathematical model of transcription which highlights the crosstalk between Rsd and 6S RNA as a crucial factor in controlling sigma factor competition and global gene expression.

In bacteria, the core RNA polymerase (α_2_ββ’ω, referred to as E) transcribes all cellular genes. Proteins called sigma (σ) factors bind to E forming Eσ holoenzymes, and direct it to transcribe from specific promoters. *Escherichia coli* has seven sigma factors (Ishihama 2000) – σ^70^ (RpoD), σ^38^ (RpoS), σ^32^, σ^54^, σ^28^, σ^24^ and σ^19^. Though it was previously reported that the cellular concentration of E exceeded that of sigma factors (Jishage and Ishihama 1995; Maeda *et al.* 2000), recent quantitation has shown that sigma factors exceed E under common culture conditions (Grigorova *et al.* 2006; Piper *et al.* 2009), and may compete to bind to E. This is supported both by *in vitro* assays demonstrating competition between sigma factors under limiting E (Maeda *et al.* 2000; Jishage *et al.* 2002; Laurie *et al.* 2003; Bernardo *et al.* 2006) and *in vivo* studies where increasing activity of one sigma factor decreased the activity of others and vice-versa (Farewell *et al.* 1998; Jishage *et al.* 2002; Laurie *et al.* 2003).

σ^70^ (RpoD) is the housekeeping sigma factor, directing transcription of genes essential for growth. The major alternative sigma factor, σ^38^ (RpoS), is present in low concentration during exponential growth, but regulates several hundred genes (Rahman *et al.* 2006; Dong *et al.* 2008). Upon entry into stationary phase, while the concentrations of E and σ^70^ show little change, σ^38^ accumulates (Gentry *et al.* 1993; Tanaka *et al.* 1993; Piper *et al.* 2009; Table 1) and directs transcription of genes for multiple stress tolerance (Lange and Hengge-Aronis 1991; Hengge-Aronis *et al.* 1991; Hengge-Aronis and Fischer 1992, Weber *et al.* 2005). However, σ^70^ remains the most abundant sigma factor, and has the highest affinity for E (Maeda *et al.* 2000; Colland *et al.* 2002; Piper *et al.* 2009; Ganguly and Chatterji 2012), implying that additional regulators are needed for σ^38^ to compete effectively with σ^70^.

**Table 1:** Cellular concentrations of RNA polymerase, sigma factors, Rsd and 6S RNA

**Molecule**	**Exponential**	**Stationary**	**Reference**
Core RNA Polymerase	∼4.3 μM	∼4.3 μM	Piper *et al.* 2009
σ^70^	∼12.1 μM	∼12.0 μM	
σ^38^	Not Detected	∼2.7 μM	
Rsd	∼5.5 μM	∼10.4 μM	
6S RNA	∼1000 molecules/cell	∼10,000 molecules/cell	Wassarman and Storz 2000

An example of such a regulator is the Crl protein, which binds to σ^38^ and increases its affinity for E, and promotes transcription by the Eσ^38^ holoenzyme at some promoters (Bougdour *et al.* 2004; Typas *et al.* 2007; England *et al.* 2008). The nucleotide ppGpp also increases the ability of alternative sigma factors to compete with σ^70^ (Jishage *et al.* 2002). However, ppGpp is produced transiently on entry into stationary phase (Cavanagh *et al.* 2010), and Crl has been shown to decrease in extended stationary phase (Bougdour *et al.* 2004).

On the other hand, two regulators - the protein Rsd and the non-coding 6S RNA - act on σ^70^. Rsd binds to σ^70^, sequestering it from E, and inhibits Eσ^70^-dependent transcription at several promoters *in vitro* (Jishage and Ishihama 1998). An Rsd null strain showed increased transcription from a σ^70^ dependent promoter, and reduced transcription from a σ^38^ dependent promoter, in stationary phase, while Rsd overexpression had the opposite effect (Jishage and Ishihama 1999). It was hypothesized that in stationary phase, Rsd reduces Eσ^70^ formation, and, by freeing E to bind σ^38^, increases Eσ^38^ formation. However, a microarray experiment found no significant change in gene expression on knocking out Rsd, and even comparison of the knockout with an Rsd overexpressing strain found changed expression of only a few σ^38^-dependent genes (Mitchell *et al.* 2007). Also, effects of Rsd were observed only during stationary phase, supposedly due to low Rsd levels in exponential phase. However, Rsd was later observed to be present at ∼50% of the level of σ^70^ in exponential phase and ∼90% in stationary phase (Piper *et al.* 2009) – raising the question of why no change in expression was seen in its knockout.

6S RNA is a non-coding RNA expressed from the *ssrS* gene, which binds to the Eσ^70^ holoenzyme (Wassarman and Storz 2000). It has been shown to block Eσ^70^ binding to a target promoter (Wassarman and Saecker 2006) and inhibit transcription from several promoters *in vitro* and *in vivo* (Wassarman and Storz 2000; Trotochaud and Wassarman 2004; Gildehaus *et al.* 2007; Cavanagh *et al.* 2008; Cavanagh *et al.* 2010). A 6S RNA knockout showed increased expression from some Eσ^70^ promoters containing extended -10 elements, and reduced expression from a few Eσ^38^ promoters, in stationary phase (Trotochaud and Wassarman 2004). It was suggested that sequestration of Eσ^70^ by 6S RNA allows σ^38^ to compete more effectively for E, increasing transcription by Eσ^38^. An alternative hypothesis was that 6S RNA regulates a *trans*-acting factor important for Eσ^38^ activity. There have been two microarray-based genome-wide studies on 6S RNA knockouts. While the first (Cavanagh *et al.* 2008) showed that 6S RNA regulated hundreds of genes in stationary phase, and an extended −10 element and weak -35 element could make a promoter sensitive to 6S RNA, the second (Neusser *et al.* 2010) found no correlation of 6S RNA sensitivity with promoter sequence or sigma factor preference. There was also little overlap between the regulated genes found in the two experiments.

Rsd and 6S RNA are present at high concentrations during growth, increase in stationary phase, and are thereafter at high levels (Jishage and Ishihama 1998; Wassarman and Storz 2000; Piper *et al.* 2009). Yet their regulatory function remains controversial and studies have been contradictory. Both are hypothesized to reduce Eσ^70^ and increase Eσ^38^ formation in stationary phase. However, it is not clear whether Rsd affects the expression of σ^70^ target genes, nor whether it has any effect during growth – and if not, why not? Similarly, with 6S RNA, while studies concur that it reduces transcription from several σ^70^ promoters, one study found that it regulated σ^38^ target genes during stationary phase whereas another did not. Does it have such an effect? If so, is it a direct effect of Eσ^70^ sequestration or mediated by a *trans*-acting factor? What is that *trans*-acting factor? Finally, although both Rsd and 6S RNA have been proposed to help σ^38^ compete with σ^70^, one sequesters σ^70^ while the other sequesters the Eσ^70^ holoenzyme. What impact does this have on their regulatory effects? Why does the cell require two molecules to sequester σ^70^?

Here, we present a genome-wide investigation of the functions of Rsd and 6S RNA in *E. coli*. We used RNA-seq to identify genes regulated by Rsd and 6S RNA in five phases of growth and demonstrated that both regulate global transcription during exponential as well as stationary phase. We showed that both increase expression of σ^38^ target genes, with 6S RNA also regulating hundreds of σ^70^ targets, varying greatly with growth phase. We found evidence of substantial crosstalk between Rsd and 6S RNA, with each regulating the other’s expression and non-additive effects on over a thousand genes. Finally, we developed a mathematical model of sigma factor competition in *E. coli*, which explains our experimental results and highlights crosstalk between Rsd and 6S RNA as a vital factor controlling sigma factor competition.

## MATERIALS AND METHODS

### Growth conditions

Luria-Bertani broth and agar (20 g/L) were used for routine growth. M9 defined medium (0.6% Na_2_HPO_4_, 0.3% KH_2_PO_4_, 0.05% NaCl, 0.01% NH_4_Cl, 0.1 mM CaCl_2_, 1 mM MgSO_4_, 5 × 10^−4^% Thiamin) supplemented with 0.5% glucose and 0.1% casamino acids was used for RNA-seq and validation. During strain construction, ampicillin or kanamycin were used at final concentrations of 100 μg/ml and 50 μg/ml respectively.

### Strain construction

Single gene deletions were achieved by λ Red recombination (Datsenko and Wanner 2000), using plasmids pKD46 and pKD13 and specific primers. This introduced a kanamycin resistance cassette into the chromosome. Knockout strains were selected on LB Kanamycin plates. In the *rsd* knockout, the resistance cassette was removed by FLP-mediated site-specific recombination using plasmid pCP20. The Δ*rsd*Δ*ssrS* double knockout was generated by P1 transduction from single knockouts (Thomason *et al.* 2007). The 3x-FLAG epitope was added to the C-terminus of Rsd by PCR using plasmid pSUB11 as template (Uzzau *et al.* 2001) and introduced onto the MG1655 chromosome by λ Red recombination using specific primers. The *ssrS* knockout was moved into this strain using P1 transduction. Strain constructions were verified by PCR using specific primers and Sanger sequencing. Primer sequences are given in Table S4.

### RNA extraction and mRNA enrichment

Overnight cultures in M9 glucose were inoculated in 100 mL fresh M9 glucose to a final OD_600_ of 0.02 and incubated at 37° with shaking. Two biological replicates were performed for each strain. Cells were collected by centrifugation at the early exponential (OD_600_ ∼0.3), mid-exponential (OD_600_ ∼0.8), transition to stationary (OD_600_ ∼1.6), stationary (16 hr, OD_600_ ∼2), and late stationary (48 hr, OD_600_ ∼1.6) phases of growth. RNA was extracted using TRIzol (Invitrogen), following the manufacturer’s protocol. Total RNA was treated with DNase I (Invitrogen, 18068-015) according to the manufacturer’s protocol. Further precipitation of RNA and ribosomal RNA cleanup was achieved using the MICROBExpress bacterial mRNA purification Kit (Ambion, AM1905) according to the manufacturer’s protocol. RNA concentration was determined using a Nanodrop 2000 (Thermo Scientific) and quality was checked by visualization on agarose gels.

### RNA-Seq

Sequencing libraries were prepared using TruSeq RNA sample preparation kit v2 (Illumina, RS-122-2001) according to the manufacturer’s guidelines, checked for quality on an Agilent 2100 Bioanalyzer, and sequenced for 50 cycles from one end on an Illumina HiSeq1000 platform at the Centre for Cellular and Molecular Platforms, Bangalore. RNA-Seq data are summarized in Table S2. RNA-Seq reads were mapped to the E. coli K-12 MG1655 genome using BWA (Li and Durbin 2009).

### qRT-PCR for RNA-Seq validation

qRT–PCR was carried out using specific primers to selected mRNA targets (primers in Table S4, results in Table S3). 5 ng RNA was used for each RT-PCR reaction. TAKARA One-step SYBR PrimeScript RT-PCR kit II (RR086A) was used according to the manufacturer’s protocol, on an Applied Biosystems ViiA 7 Real-Time PCR system.

### Western Blotting

Cells were grown as for RNA-seq. For stationary phase samples, 5 ml culture was harvested by centrifugation. For mid-exponential phase, 10 ml was harvested. Lysates were prepared and protein concentration was estimated using BCA assay (Thermo Fisher Scientific, 23227). Lysates containing equal amounts of protein were loaded onto an SDS-PAGE gel. Proteins were elecroblotted onto a nitrocellulose membrane and probed with mouse primary antibody against the protein of interest followed by horseradish peroxidase-conjugated anti-mouse secondary antibody. The primary antibodies were: Mouse monoclonal antibody to RpoB (Neoclone, WP023), Mouse monoclonal antibody to σ^70^ (Neoclone, WP004), Mouse monoclonal antibody to σ^38^ (Neoclone, WP009), Mouse monoclonal anti-FLAG antibody (Sigma-Aldrich, F3165), Mouse monoclonal antibody to GroEL (Abcam, ab82592). Bands were visualized using SuperSignal West Dura Chemiluminescent Substrate (Thermo Fisher Scientific, 34076) and imaged using an ImageQuant LAS 4000 system (GE Healthcare Life Sciences). Band intensities were quantified using ImageJ (http://imagej.nih.gov/ij).

### Data sources

The *E. coli* K-12 MG1655 genome was downloaded from NCBI (NC_000913.2). Gene coordinates were taken from RegulonDB v8.0 (Salgado *et al.* 2013). Lists of σ^38^ target genes and ppGpp regulated genes were obtained from (Weber *et al.* 2005) and (Traxler *et al.* 2008) respectively. Lists of genes regulated by 6S RNA were obtained from (Cavanagh *et al.* 2008) and (Neusser *et al.* 2010). Coordinates of RNA polymerase binding regions and their occupancy were obtained from (Cho *et al.* 2014). A list of 501 genes under constitutive σ^70^ promoters was obtained from (Shimada *et al.* 2014). Of these, we selected 270 genes which were not regulated by σ^38^ or other sigma factors according to RegulonDB (Salgado *et al.* 2013), (Weber *et al.* 2005), or our RNA-Seq from the σ^38^ knockout.

### Data Analysis

RNA-Seq reads were mapped to the *E. coli* K-12 MG1655 genome using BWA^52^, and reads mapping uniquely were used for further analysis. DESeq (Anders and Huber 2010) was used for differential expression analysis. Fold changes and p-values for all genes are given in the Supplementary Dataset. Genes with <= 10 reads mapping to them under all conditions were excluded from all analyses and plots. All statistical analyses were performed in R version 3.0.1.

### Mathematical model

The reactions in Figure 6A are represented by a set of differential equations that determine how the dynamical variables (levels of sigma factors, holoenzymes, etc.) change with time. These equations are given in File S2. Since the timescales on which these reactions occur is much faster than typical timescales of cell division, or processes such as stress responses in stationary phase, we assume that the levels of sigma factors, holoenzymes, etc., are in quasi steady-state in the cell. Parameters that determine the specific steady-state include the dissociation constants of the various complexes, total levels of Rsd, 6S RNA, E, sigma factors, and some others, listed in Table 2 with their default values. These values are altered in specific simulations as described in the results.

**Table 2:** Default values of parameters used for simulations. Wherever possible, values are specific to stationary phase. These values are discussed in File S1

**Parameter**	**Meaning**	**Value**	**Reference**
Volume	Average cell volume	10^−15^L	(Ali Azam *et al.* 1999)
E_total_	Total cellular concentration of RNA Polymerase	4.3 μM	(Piper *et al.* 2009)
σ^70^_total_	Total cellular concentration of σ^70^	12.0 μM	
σ^38^_total_	Total cellular concentration of σ^38^	2.7 μM	
Rsd_total_	Total cellular concentration of Rsd	10.4 μM	
6S RNA_total_	Total cellular concentration of 6S RNA	13 μM	(Wassarman and Storz 2000)
DNA_total_	Nonspecific binding sites per cell	4.6 x 10^6^	MG1655 genome size
P_70_, P_38_	σ-cognate promoters per cell	200	(Mauri and Klumpp 2014)
K_Eσ70_	Dissociation constant for E - σ^70^ binding	3.3 nM	(Colland *et al.* 2002)
K_Eσ38_	Dissociation constant for E – σ^38^ binding	15.2 nM	
K_NS_	Dissociation constant for nonspecific binding of RNA Polymerase and DNA	10^−4^ M	(deHaseth *et al.* 1978)
K_Rsd_	Dissociation constant for Rsd - σ^70^ binding	32 nM	(Sharma and Chatterji 2008)
K_6S_	Dissociation constant for 6S RNA - Eσ^70^ binding	131 nM	(Beckmann *et al.* 2011)
K_EσP_	Dissociation constant for holoenzyme promoter binding	10^−7^ M	(deHaseth *et al.* 1998); (Bintu *et al.* 2005)
Operon length	Average operon length	1000 nt	RegulonDB (Salgado *et al.*2013)
c	Rate of promoter clearance	0.005 s^-1^	(Smith and Sauer 1996);(Mauri and Klumpp 2014)
e	Rate of escape from elongation	0.021 s^-1^	(Proshkin *et al.* 2010)

The model of holoenzyme formation (shaded in Figure 6A) describes the following reactions:

$$E+\sigma^{38}\;⇌\;E\sigma^{38}$$

$$Rsd+\sigma^{70}\;⇌\;Rsd-\sigma^{70}$$

$$6SRNA+E\sigma^{70}\;⇌\;6SRNA-E\sigma^{70}$$

In steady state, the following equations must be fulfilled:

(1) $$\frac{\left[E\right][\sigma^{70}]}{\left[E\sigma^{70}\right]}=K_{E\sigma^{70}}$$

(2) $$\frac{\left[E\right][\sigma^{38}]}{\left[E\sigma^{38}\right]}=K_{E\sigma^{38}}$$

(3) $$\frac{\left[Rsd\right][\sigma^{70}]}{\left[Rsd-\sigma^{70}\right]}=K_{Rsd}$$

(4) $$\frac{\left[6SRNA\right][E\sigma^{70}]}{\left[6SRNA-E\sigma^{70}\right]}=K_{6S}$$

(5) $$E_{total}=\left[E\right]+\left[E\sigma^{70}\right]+\left[E\sigma^{38}\right]+[6SRNA-E\sigma^{70}]$$

(6) $$\sigma^{70}{}_{total}=\left[\sigma^{70}\right]+\left[E\sigma^{70}\right]+[Rsd-\sigma^{70}]+[6SRNA-E\sigma^{70}]$$

(7) $$\sigma^{38}{}_{total}=[\sigma^{38}]+\left[E\sigma^{38}\right]$$

(8) $$Rsd_{total}=\left[Rsd\right]+[Rsd-\sigma^{70}]$$

(9) $$6SRNA_{total}=\left[6SRNA\right]+[6SRNA-E\sigma^{70}]$$

Steady-state levels of the dynamical variables were obtained from the above equations both by solving them numerically and by integrating the corresponding differential equations until they reached steady-state.

The model with DNA (represented by the full schematic in Figure 6A) includes, in addition, the following reactions:

E+DNA ⇌ EDNA

$$E\sigma^{70}+DNA\;⇌\;E\sigma^{70}DNA$$

$$E\sigma^{38}+DNA\;⇌\;E\sigma^{38}DNA$$

$$E\sigma^{70}+P_{70}\;⇌\;E\sigma^{70}P_{70}\overset{c}{\to }E_{e70}+\sigma^{70}+P_{70}$$

$$E\sigma^{38}+P_{38}\;⇌\;E\sigma^{38}P_{38}\overset{c}{\to }E_{e38}+\sigma^{38}+P_{38}$$

$$E_{e70}\overset{e}{\to }E+mRNA_{70}$$

$$E_{e38}\overset{e}{\to }E+mRNA_{38}$$

*c* represents the rate of promoter clearance and *e* represents the rate of transcript elongation. At steady state these fulfill the following equations, in addition to equations (1) - (4) and (8) – (9). K_NS_ represents the dissociation constant for non-specific binding of RNA polymerase to DNA, which we assume is equal for E, Eσ^70^ and Eσ^38^. We also assume the specific binding constants of Eσ^70^ and Eσ^38^ to their target promoters to be equal in stationary phase.

(10) $$\frac{\left[E\right][DNA]}{\left[EDNA\right]}=\frac{\left[E\sigma^{70}\right][DNA]}{\left[E\sigma^{70}DNA\right]}=\frac{\left[E\sigma^{38}\right][DNA]}{\left[E\sigma^{38}DNA\right]}=K_{NS}$$

(11) $$\frac{\left[E\sigma^{70}\right][P_{70}]}{\left[E\sigma^{70}P_{70}\right]}=\frac{\left[E\sigma^{38}\right][P_{38}]}{\left[E\sigma^{38}P_{38}\right]}=K_{E\sigma P}$$

(12) $$E_{total}=\left[E\right]+\left[E\sigma^{70}\right]+\left[E\sigma^{38}\right]+\left[6SRNA-E\sigma^{70}\right]+\left[EDNA\right]+\left[E\sigma^{70}DNA\right]+\left[E\sigma^{38}DNA\right]+\left[E\sigma^{70}P_{70}\right]+\left[E\sigma^{38}P_{38}\right]+\left[E_{e70}\right]+\left[E_{e38}\right]$$

(13) $$\sigma^{70}{}_{total}=\left[\sigma^{70}\right]+\left[E\sigma^{70}\right]+\left[Rsd-\sigma^{70}\right]+\left[6SRNA-E\sigma^{70}\right]+\left[E\sigma^{70}DNA\right]+[E\sigma^{70}P_{70}]$$

(14) $$\sigma^{38}{}_{total}=\left[\sigma^{38}\right]+\left[E\sigma^{38}\right]+\left[E\sigma^{38}DNA\right]+[E\sigma^{38}P_{38}]$$

(15) $$DNA_{total}=\left[DNA\right]+\left[EDNA\right]+\left[E\sigma^{70}DNA\right]+[E\sigma^{38}DNA]$$

(16) $$P_{70}{}_{total}=\left[P_{70}\right]+[E\sigma^{70}P_{70}]$$

(17) $$P_{38}{}_{total}=\left[P_{38}\right]+[E\sigma^{38}P_{38}]$$

Here, steady-state levels were obtained by integrating the corresponding differential equations until they reached steady-state.

### Data availability

RNA-Seq data are deposited with NCBI GEO under the accession number GSE74809. Supplementary material includes Figures S1-S12, Tables S1-S4, and Files S1-S3. Supplemental material available at Figshare: https://doi.org/10.25387/g3.6167501.

## RESULTS

### RNA-seq to identify genes regulated by Rsd and 6S RNA

Figure 1A shows a schematic of the binding activity of 6S RNA and Rsd. Rsd sequesters σ^70^ and prevents it from binding to core RNA polymerase (E), while 6S RNA binds to the Eσ^70^ holoenzyme and prevents it from binding promoters. To identify their effects on gene expression, we carried out RNA-seq to identify genes regulated by Rsd and / or 6S RNA in five growth phases.

**Figure 1:**
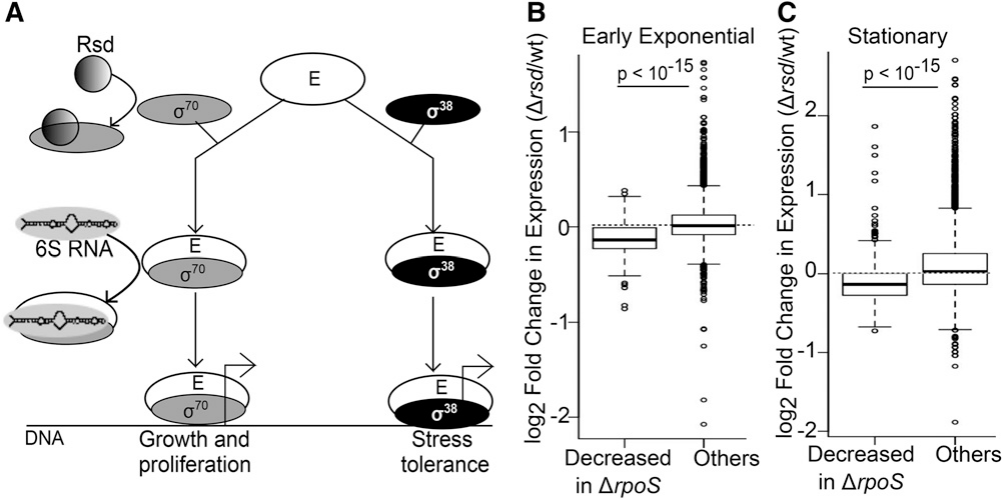
Rsd regulates RpoS target genes throughout growth. (A) Schematic showing the binding activity of Rsd and 6S RNA. (B) Boxplot of log2 fold change in gene expression (Δ*rsd*/wild-type, EE phase) for 313 genes whose expression is reduced at least twofold in Δ*rpoS*/wild-type in EE phase, compared to all other genes. (C) Boxplot of log2 fold change in gene expression (Δ*rsd*/wild-type, stationary phase) for 634 genes whose expression is reduced at least twofold in Δ*rpoS*/wild-type in stationary phase, compared to all other genes. p-values are for Wilcoxon Test.

Table S1 lists strains and plasmids used. Five strains: *E. coli* K-12 MG1655 (Wild-type), Rsd knockout (Δ*rsd*), 6S RNA knockout (Δ*ssrS*), 6S RNA-Rsd double knockout (Δ*rsd*Δ*ssrS*), and σ^38^/RpoS knockout (Δ*rpoS*) were used for RNA-seq. These had similar growth rates in M9 glucose (Figure S1). RNA-seq was performed in five growth phases: early exponential (EE), mid-exponential (ME), transition to stationary (TS), stationary (S), and late stationary (LS; time points in Methods).

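RNA was sequenced from 2 biological replicates of each of the 5 strains in each of the 5 growth phases, which gives 50 libraries. Cultures in M9 glucose were sampled at an optical density of about 0.3 (EE), 0.8 (ME) and 1.6 (TS), after 16 hr at about 2 (S), and after 48 hr at about 1.6 (LS). The authors treated the RNA with DNase I, depleted ribosomal RNA, prepared single-end Illumina libraries, aligned the reads with BWA to the MG1655 genome and kept uniquely mapping reads. They deposited the number of reads on each of 4605 genes in each library as whole-number counts, without normalization. The paper's text names neither the program that counted the reads nor whether strand was used. In all 50 libraries the overlapping genes *sibD* and *ibsD* had counts in a ratio of 1.01 to 1.13, so reads on shared bases were counted for both genes. Counts on genes summed to between 15711898 and 67726929 per library, with a median of 29799776. The totals ran from 20509245 to 56375907 in wild-type (median 35392665), from 16877538 to 35728234 in Δ*rsd* (median 27549966), from 18756122 to 67726929 in Δ*ssrS* (median 35105390), from 18627329 to 38624286 in Δ*rsd*Δ*ssrS* (median 29378661) and from 15711898 to 42258097 in Δ*rpoS* (median 27889327), with n = 10 libraries per strain. 6S RNA, encoded by *ssrS*, took up 4.62% ± 0.983 (SD, n = 2) of the counts of wild-type in EE phase and 30.3% ± 6.41 (SD, n = 2) in LS phase, and 47.1% ± 0.45 (SD, n = 2) in Δ*rpoS* in LS phase, which leaves fewer counts for all other genes. For the values given here, genes with more than 10 counts in at least 1 library were kept, which is the paper's filter and left 4574 genes. Counts were normalized with edgeR's TMM method, and each mutant was compared with wild-type by edgeR's quasi-likelihood test in 1 fit per growth phase, in which all 5 strains shared one estimate of the spread. A gene was called differentially expressed when it changed at least 2-fold with a Benjamini-Hochberg adjusted p-value under 0.05. Expression levels are normalized counts scaled to a common library size (CPM), as the mean ± SD of the 2 replicates. The chi-square statistic of the counts of 2 replicates over genes, divided by its degrees of freedom, was between 17.7 and 380 in the 25 pairs, so every pair differed by more than sampling noise and each library was counted as a separate sample.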

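The deleted genes were measured first, because they check the strain labels. For this check alone, CPM are counts scaled to the library's total count, without TMM factors. In the 20 libraries of Δ*rsd* and Δ*rsd*Δ*ssrS*, *rsd* had between 0 and 1.43 CPM, against 30.0 to 103 CPM in the other 30 libraries. In the 20 libraries of Δ*ssrS* and Δ*rsd*Δ*ssrS*, *ssrS* had between 35.4 and 2676 CPM, against 30341 to 474216 CPM in the other 30. In the 10 Δ*rpoS* libraries, *rpoS* had between 0.504 and 12.8 CPM, against 86.6 to 899 CPM in the other 40. Relative to wild-type in the same phase, the highest residual level in a library that lacks the gene was 2.85% for *rsd*, 1.46% for *ssrS* and 6.26% for *rpoS*, with medians of 0.472%, 0.273% and 1.57%.

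**Figure D1:**
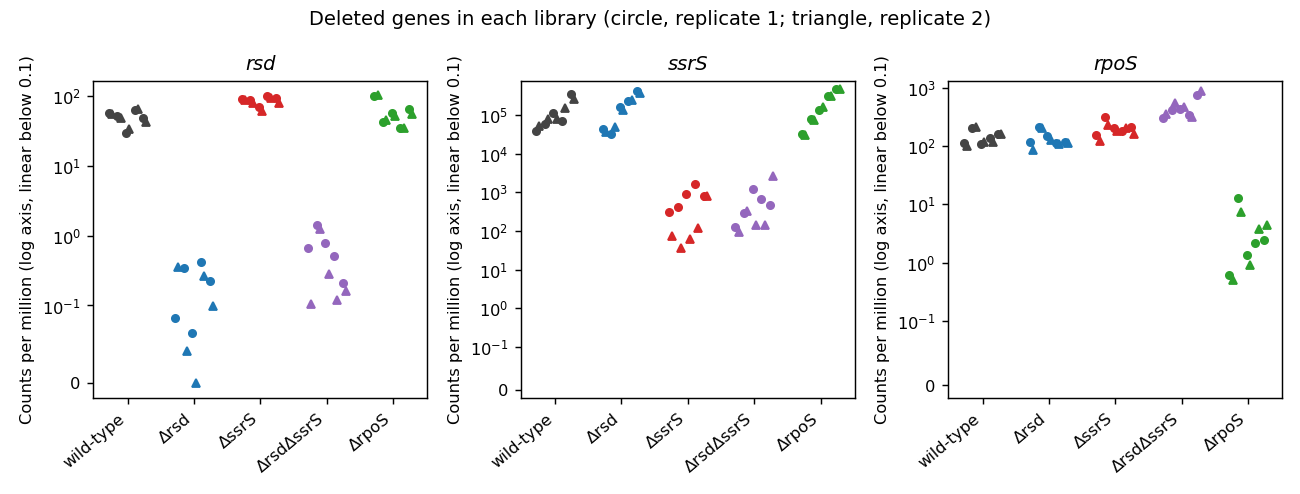
Counts of *rsd*, *ssrS* and *rpoS* scaled to the library's total, without TMM factors, in each of the 50 libraries, grouped by strain, on a log axis that is linear below 0.1; circles are replicate 1 and triangles replicate 2, and within each strain the points run from EE to LS phase. In each panel the strains that lack the gene lie below all the others.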

### Rsd increases σ^38^/RpoS activity throughout growth

We defined differentially expressed genes as genes whose expression changed >=twofold in a mutant strain relative to wild-type, with FDR-adjusted p-value < 0.05. 

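In Δ*rsd*, 16 of the 4574 genes tested were called, 14 increased and 2 reduced, and all 16 were called in S phase. In EE, ME, TS and LS phase, *rsd* itself was the single call. The number of genes changed at least 2-fold with an unadjusted p-value under 0.05 was 10 in EE, 90 in ME, 43 in TS, 100 in S and 16 in LS phase. In S phase, *rsd* had a log2 fold change of -7.48 (standard error 0.30, adjusted p = 1.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increase was in *ffs*, the RNA of the signal recognition particle, from 144 ± 59.6 CPM in wild-type to 942 ± 400 CPM in Δ*rsd* (SD, n = 2 each), a log2 fold change of 2.71 (standard error 0.34, adjusted p = 0.00322 from edgeR with Benjamini-Hochberg adjustment). The other reduced gene, *csgF*, which is named after its values were seen, went from 16.2 ± 4.33 to 7.24 ± 2.37 CPM (SD, n = 2 each; adjusted p = 0.0322 from edgeR with Benjamini-Hochberg adjustment). The count moved most when all 50 libraries were put in one fit, to 74 genes, of which 4 were among the 16. Under a replicate block, 2, 1, 3 and 1 genes were called in EE, ME, TS and LS phase. The deviations of same-numbered Δ*rsd* and wild-type libraries correlated across genes at 0.139, 0.413, 0.611 and -0.259 in these phases, and with the pairing crossed in LS phase 1 gene was called there. With 1 library of Δ*rsd* or wild-type left out, from 0 to 30% of the 20 calls over the 5 phases fell under 2-fold, and none changed sign.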

Using these criteria, the Δ*rsd* strain showed only 16 differentially expressed genes. These included several non-coding RNAs (*ryfD*, *sokA*, *oxyS*, *sroH*, *sibD*) which were increased two- to sixfold in Δ*rsd* during stationary phase. 

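In S phase, *oxyS* had a log2 fold change of 2.46 (standard error 0.24, adjusted p = 2.98e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of *sibD* was 1120 ± 160 CPM in Δ*rsd* and 399 ± 184 CPM in wild-type (SD, n = 2 each; log2 fold change 1.49, standard error 0.25, adjusted p = 0.0189 from edgeR with Benjamini-Hochberg adjustment), and that of *sroH* was 941 ± 45.5 and 356 ± 171 CPM (SD, n = 2 each; a fold change of 2.64, adjusted p = 0.0262 from edgeR with Benjamini-Hochberg adjustment). Neither *sibD* nor *sroH* was called with only wild-type and Δ*rsd* in the fit or with all 50 libraries in one fit, and their adjusted p from the edgeR and DESeq2 alternatives, after Benjamini-Hochberg adjustment, ranged up to 0.245 and 0.247. The log2 fold changes of *ryfD* and *sokA* were 2.10 and 1.35, but with adjusted p = 0.0682 and 0.0856 (edgeR, Benjamini-Hochberg adjustment) neither was called. Under the alternatives, the adjusted p of *ryfD* ranged from 0.0237 to 0.266 and that of *sokA* from 0.00410 to 0.131 (edgeR or DESeq2, Benjamini-Hochberg adjustment). Of the 15 genes called besides *rsd*, 9 are annotated as not protein-coding in assembly ASM584v2, and the fold increase of the 14 increased genes was between 2.16 and 6.55. In that assembly *sibD* overlaps *ibsD*, *sibE* overlaps *ibsE* and *isrB* overlaps *azuC*, and all 6 were among the 15 (all but *sibD* were chosen for mention after their values were seen). In the 10 libraries of S phase the counts of the 2 genes of a pair were in ratios of 1.01 to 1.04, 1.01 to 1.04 and 1.03 to 1.11, so largely the same reads were counted for both and the 2 calls of a pair are not separate signals. *ryfD* overlaps *clpB*, and reads on the shared bases could come from either.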

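In S phase, *ssrS* was at 302986 ± 12414 CPM in Δ*rsd* and 128580 ± 74909 CPM in wild-type (SD, n = 2 each), a ratio of 2.36 (log2 fold change 1.24, standard error 0.86, adjusted p = 0.525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 2 wild-type replicates were at 75612 and 181549 CPM. With the first of them left out the log2 fold change was 0.75, and with the second left out it was 2.00. In ME phase, *ssrS* was at 51531 ± 8065 CPM in Δ*rsd* and 85219 ± 8553 CPM in wild-type (SD, n = 2 each), a ratio of 0.605 (log2 fold change -0.73, adjusted p = 0.999 from edgeR with Benjamini-Hochberg adjustment). The pairing check gave a correlation of 0.413 between Δ*rsd* and wild-type libraries in ME phase, and with the replicate number as a block the log2 fold change there was -0.71 (adjusted p = 0.999 from edgeR with Benjamini-Hochberg adjustment). The changes in EE, TS and LS phase were -0.27, 0.42 and 0.74 on the log2 scale. Neither the increase in S phase nor the decrease in ME phase passed the threshold, and the difference between the changes in these phases, 1.91 on the log2 scale (standard error 1.39), had adjusted p = 0.735 in edgeR's test over all 50 libraries with Benjamini-Hochberg adjustment. The 20 libraries without *ssrS* shared their estimate of spread with the others in these fits, and their residual reads differed between replicates, for example 1645 and 121 CPM (library totals) in Δ*ssrS* in S phase. With only the 3 strains that carry *ssrS* in the fit, an alternative chosen after this was seen, the standard error of the difference was 0.50 and its adjusted p = 0.0681, and that of the change in S phase was 0.35 with adjusted p = 0.106 (edgeR, Benjamini-Hochberg adjustment), so part of the weak evidence came from strains that lack the gene.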

Notably, 6S RNA expression was altered in Δ*rsd*; 6S RNA was 2.3 times its wild-type level in stationary phase, but in ME phase was reduced to about half its wild-type level.

As very few genes were differentially expressed in Δ*rsd*, we looked for smaller changes. We found that in all growth phases, genes whose expression was significantly reduced (>=twofold, *P* < 0.05) in Δ*rpoS* also displayed reduced expression in Δ*rsd*. 

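The genes reduced at least 2-fold in Δ*rpoS* with an adjusted p-value under 0.05 numbered 367 in EE, 271 in ME, 575 in TS, 618 in S and 787 in LS phase. Their median log2 fold change in Δ*rsd* was -0.14 in EE, -0.15 in ME, -0.12 in TS, -0.13 in S and 0.01 in LS phase, against 0.01, 0.03, -0.01, 0.03 and 0.03 for all other tested genes. The set was also scored in each library, from each gene's log2 difference from the wild-type mean of that phase. The score is the median difference of the set minus the median difference of all other genes. The 2 Δ*rsd* replicates scored -0.19 and -0.08 in EE, 0.10 and -0.56 in ME, -0.15 and -0.02 in TS, -0.14 and -0.16 in S and 0.03 and -0.05 in LS phase. The 2 wild-type replicates lay 0.08, 0.06, 0.13, 0.05 and 0.14 on either side of their mean in the same phases. In S phase both Δ*rsd* replicates lay below both wild-type replicates, and in TS phase each lay below the wild-type replicate of the same number (-0.13 and 0.13). In ME phase one Δ*rsd* replicate lay above both wild-type replicates and the other below both. In a fit with a replicate block, the medians were -0.13, -0.18, -0.11 and 0.02 in EE, ME, TS and LS phase, where the pairing check gave correlations of 0.139, 0.413, 0.611 and -0.259, and with the pairing crossed in LS phase the median was 0.02. The alternative that moved the medians most used one wild-type replicate to define the set and the other to measure the change in Δ*rsd*. Under it the median was positive in 1 of the 2 arrangements in EE (0.05) and TS phase (0.05), 0.14 in one and -0.09 in the other in LS phase, and negative in both in ME and S phase.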

The box plots in Figure 1B-C show the distribution of log_2_ fold change in gene expression in Δ*rsd* relative to wild-type. ∼75% of genes whose expression was significantly reduced in Δ*rpoS* showed reduced expression (log_2_ fold change < 0) in Δ*rsd*. 

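Of the 367 Δ*rpoS*-reduced genes in EE phase, 270 had a log2 fold change below 0 in Δ*rsd*, or 73.6%. The share was 80.1% in ME, 67.1% in TS, 72.8% in S and 46.1% in LS phase. Among all other genes it was 46.8%, 45.1%, 51.3%, 45.0% and 42.9% in the 5 phases.

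**Figure D2:**
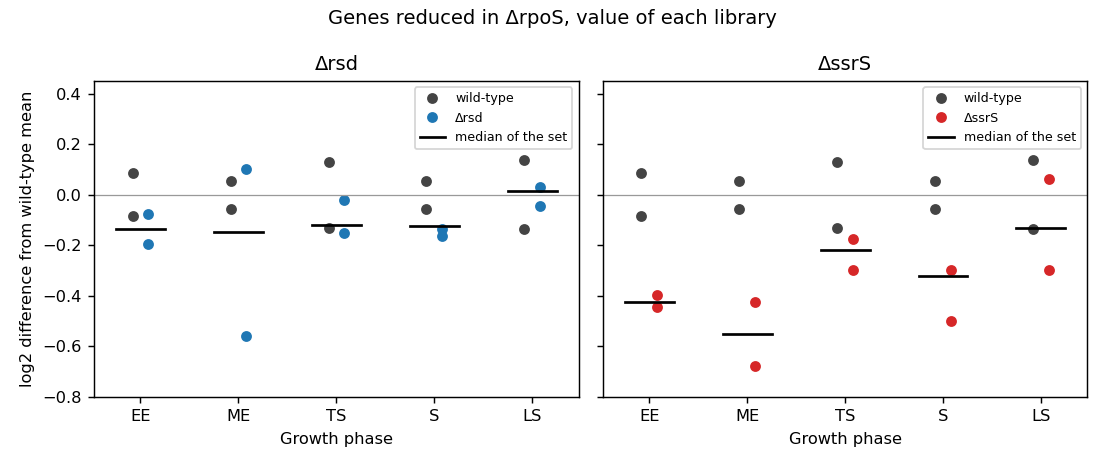
Scores of the Δ*rpoS*-reduced genes of each growth phase, in Δ*rsd* and in Δ*ssrS*. A score is the median log2 difference of the set from the wild-type mean, minus that of all other genes. Grey points are the 2 wild-type libraries and coloured points the 2 mutant libraries. The black bar is the median log2 fold change of the set, from which the other genes are not subtracted. In Δ*rsd* in ME phase the 2 mutant libraries lie at 0.10 and -0.56.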

Similar plots for other growth phases are in Figure S2A. This reduced expression was less than twofold in magnitude and so was not seen when searching for differentially expressed genes.

Though these fold changes are small (the median decrease in expression is 10%), we consider them important for several reasons. 

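As a decrease in expression, the median of the Δ*rpoS*-reduced genes in Δ*rsd* was 8.97% in EE, 9.66% in ME, 7.86% in TS and 8.32% in S phase, and -0.957% (a small increase) in LS phase. Pooled over the sets of the 5 phases the median decrease was 5.52%. Few genes of the sets changed 2-fold or more in Δ*rsd* in either direction, with 1 in EE, 2 in ME, 3 in TS, 6 in S and 3 in LS phase.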

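In a two-sided Wilcoxon rank-sum test of the log2 fold changes in Δ*rsd* (n = 4574 genes), Δ*rpoS*-reduced genes differed from all other genes with p = 2.6e-45 in EE, 1.6e-33 in ME, 1.6e-24 in TS, 1.1e-57 in S and 0.0137 in LS phase. This test takes genes as independent, which genes of one library are not. limma's camera test (two-sided), which allows for the correlation between genes of a set, gave p = 0.159 in EE, 0.302 in ME, 0.465 in TS, 0.225 in S and 0.951 in LS phase. The correlation between genes that it estimated from the residuals was between 0.204 and 0.445. Blocked by replicate number, camera (n = 4574 genes) gave p = 0.177, 0.203, 0.355 and 0.985 in EE, ME, TS and LS phase and 0.822 in LS phase with the pairing crossed. Same-numbered libraries of Δ*rsd* and wild-type correlated at 0.139, 0.413, 0.611 and -0.259 in these phases.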

First, they represent a consistent and highly significant (Wilcoxon test *P* < 10^−15^ in all growth phases except LS) decrease in expression across hundreds of *rpoS* regulated genes, in all five growth phases. Second, the average overlap between the set of *rpoS* regulated genes in successive growth phases is only 54% - so it is not a single set of genes whose expression is reduced in Δ*rsd*, but a different set in each growth phase. 

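The Δ*rpoS*-reduced sets of EE and ME phase shared 169 genes, those of ME and TS 215, those of TS and S 364 and those of S and LS 337. Averaged over these 4 pairs, 60.8% of the genes of the earlier phase were also in the set of the later phase, 50.4% of the genes of the later phase were in that of the earlier, and the shared genes made up 36.4% of the union. The mean share of the earlier phase moved most, to 59.8%, with all 50 libraries in one fit, and was 60.4% with the replicate number as a block. The pairing check between Δ*rpoS* and wild-type gave -0.0352, 0.721, 0.162, 0.043 and -0.187 in the 5 phases.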

Third, the Δ*rsd* samples showed high inter-replicate correlation in all growth phases (Table S2). 

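Across the 4574 genes, Pearson's r of log2 CPM between the 2 Δ*rsd* replicates was between 0.984 and 0.996 over the 5 phases, and Spearman's rho between 0.979 and 0.995. Over genes with a mean of at least 100 counts, r was between 0.976 and 0.997. These correlations are across genes, which are not independent replicates. The lowest r of the 25 replicate pairs was 0.972, in Δ*rsd*Δ*ssrS*.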

Fourth, this trend of decreased expression held true when only previously reported σ^38^ targets (Weber *et al.* 2005) were considered (Figure S2B). 

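Genes increased at least 2-fold in Δ*rpoS* numbered 223 in EE, 93 in ME, 430 in TS, 719 in S and 607 in LS phase. In Δ*rsd* their median log2 fold change was 0.16 in EE, 0.19 in ME, -0.04 in TS, 0.42 in S and 0.00 in LS phase. Two-sided Wilcoxon tests against all other genes (n = 4574 genes, which are not independent replicates) gave p = 1.8e-33, 5.3e-10, 0.00901, 4.6e-150 and 0.00681, and camera gave p = 0.0190, 0.0524, 0.539, 0.132 and 0.804. Both Δ*rsd* replicates scored above both wild-type replicates in EE phase (0.17 and 0.18, against wild-type replicates 0.06 on either side of their mean), in ME phase (0.08 and 0.24) and in S phase (0.28 and 0.54). When replicate numbers formed a block, camera (n = 4574 genes) gave p = 0.00207 in EE, 0.0743 in ME, 0.537 in TS and 0.725 in LS phase, and 0.834 with the pairing crossed in LS phase, and the medians were 0.16, 0.07, -0.03 and 0.00. The correlations of the pairing check for Δ*rsd* and wild-type in these phases were 0.139, 0.413, 0.611 and -0.259. With the wild-type replicates split between the definition of the set and the measured change, the median in ME phase was -0.30 in 1 of the 2 arrangements, the opposite direction. With the change taken between libraries of the same number, chosen after the data had been seen, both arrangements in ME phase gave differences from the other genes of 0.01, close to no shift. After subtraction of a uniform background of reads, an alternative chosen after the data had been seen, the median in S phase was 0.13 in place of 0.42.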

Fifth, genes whose expression was increased >=twofold in Δ*rpoS* also showed increased expression in Δ*rsd*, during EE, ME and stationary phases (Figure S2C). On the other hand, expression of genes controlled by constitutive σ^70^ target promoters (Shimada *et al.* 2014) was not substantially altered in any phase (Figure S3).

Thus, the Rsd knockout behaved like a σ^38^ knockout, only with smaller changes in gene expression. 

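The *rpoS* transcript itself was not called in Δ*rsd* in any phase. Its log2 fold change was -0.14 in EE, 0.06 in ME, 0.06 in TS, -0.08 in S and -0.16 in LS phase, with adjusted p between 0.850 and 0.999 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the shifts in the Δ*rpoS*-reduced and Δ*rpoS*-increased genes, their low overlap between phases, the correlation of the replicates, a similar trend among previously reported σ38 targets and little change in genes under constitutive σ70 promoters, the paper concludes that Δ*rsd* behaved like a σ38 knockout with smaller changes. The previously reported targets and the constitutive σ70 genes were not analysed here.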

Western blots in stationary phase showed that σ^38^ protein levels were similar in Δ*rsd* and wild-type (Figure S4; σ^38^ level in Δ*rsd* is 94% of wild-type); however, it is extremely difficult to obtain reliable measures of small differences in protein level using western blots. We cannot be certain based on this experiment whether the reduced expression of σ^38^ targets in Δ*rsd* is due to reduced σ^38^ protein, reduced E-σ^38^ association, or both. We attempt to address this question theoretically later.

### 6S RNA regulates distinct sets of genes in all phases of growth

What role does the Eσ^70^ - sequestering 6S RNA play in gene regulation? Is its function similar to that of the σ^70^-sequestering Rsd? Our RNA-seq showed that the 6S RNA knockout (Δ*ssrS*) was very different from the Rsd knockout. 

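In Δ*ssrS*, 634 genes (13.9% of those tested) were called in at least 1 phase, 87 of them in 2 or more phases and 7 in all 5. The number was 71 in EE (26 increased and 45 reduced), 67 in ME (48 and 19), 53 in TS (19 and 34), 321 in S (179 and 142) and 244 in LS phase (142 and 102). The total moved most under DESeq2's Wald test, to 764 genes, of which 621 were among the 634. Which genes were called moved most after subtraction of a uniform background of reads, chosen after the data had been seen, with 623 genes in total and 438 of the 634 among them, and with all 50 libraries in one fit it was 732 and 531. With a block for replicate number, the total was 625 genes, 587 of them shared, with 71 in EE (26 and 45), 62 in TS (24 and 38) and 247 in LS phase (148 and 99). Same-numbered libraries of Δ*ssrS* and wild-type deviated together in these phases, with pairing correlations of 0.530, 0.448 and 0.651. With 1 library left out, from 8.07% to 25.4% of the 756 calls over the 5 phases fell under 2-fold and none changed sign.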

To begin with, it showed >=twofold differential expression of 447 genes in total.

Figures 2A and B show that there was very little overlap between genes differentially expressed in Δ*ssrS* in successive growth phases, even in the two stationary phase time points. 

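Between successive phases, the genes reduced in Δ*ssrS* shared 4 (EE and ME), 2 (ME and TS), 19 (TS and S) and 15 genes (S and LS), with Fisher's exact p = 2.8e-05, 0.00847, 8.2e-21 and 3.9e-07 over the genes tested. The increased genes shared 7, 12, 8 and 18, with Fisher's exact p = 5.0e-09, 1.9e-20, 2.5e-07 and 7.9e-06. Each overlap was larger than that of random sets of the same size, for which 5.56 shared increased genes were expected between S and LS phase, but small as a share of the union, at 6.55% for genes reduced in S and LS phase and 5.94% for genes increased in both. The largest shares of the union were 21.8%, for genes increased in ME and TS phase, and 12.1%, for genes reduced in TS and S phase. With replicates as a block, reduced genes shared 7, 3, 17 and 16 and increased genes 8, 14, 12 and 18. The pairing correlations of Δ*ssrS* with wild-type were 0.530, -0.00806, 0.448, -0.0349 and 0.651 from EE to LS phase.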

Only a few genes were differentially expressed in Δ*ssrS* throughout growth, particularly *fau* (*ygfA*), which is downstream of 6S RNA in the same operon. *fau* expression was increased when 6S RNA was overexpressed in a wild-type background (Figure S5), indicating that this is at least partly a regulatory effect of 6S RNA and not merely a polar effect.

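Of the 361 genes increased in Δ*ssrS* in any phase, 330 were increased in 1 phase, and of the 283 reduced genes, 236 were reduced in 1 phase. The genes reduced in all 5 phases were *fau* and *ssrS* itself. Expression of *fau* was 1.63 ± 0.0671 CPM in Δ*ssrS* and 17.5 ± 0.853 CPM in wild-type in EE phase (SD, n = 2 each; log2 fold change -3.42, standard error 0.18, adjusted p = 6.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LS phase it was 3.00 ± 0.172 and 124 ± 46.5 CPM (SD, n = 2 each; log2 fold change -5.37, standard error 0.29, adjusted p = 1.6e-06 from edgeR with Benjamini-Hochberg adjustment). The log2 fold changes in ME, TS and S phase were -3.00, -3.39 and -3.64. Under a replicate block, the values in EE, TS and LS phase were -3.42, -3.38 and -5.33, where pairing correlations were 0.530, 0.448 and 0.651. The genes increased in all 5 phases, which are named after their values were seen, were *cpxP*, *cusB*, *cusC*, *cusF* and *cusR*.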

**Figure 2:**
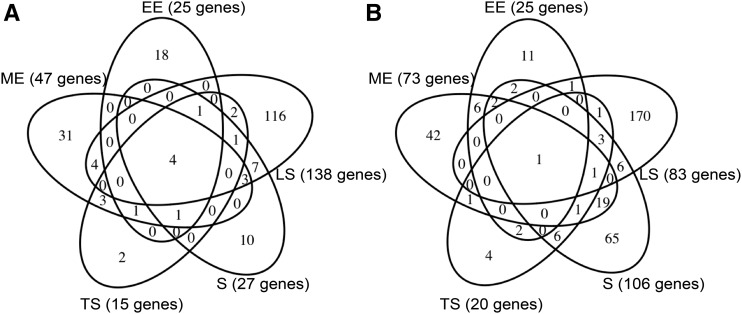
The 6S RNA regulon is highly growth-phase dependent. (A) Venn diagram showing genes whose expression is increased at least twofold in *ΔssrS*, in different phases of growth. (B) Venn diagram showing genes whose expression is reduced at least twofold in *ΔssrS*, in different phases of growth.

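Of the 7 amino acid biosynthesis genes *argH*, *argB*, *thrA*, *thrB*, *thrC*, *asnB* and *glyA*, 6 were called increased in Δ*ssrS* in ME phase and 0 in EE phase. The largest change was in *asnB*, from 77.7 ± 4.89 CPM in wild-type to 1406 ± 33.9 CPM in Δ*ssrS* (SD, n = 2 each; log2 fold change 4.18, standard error 0.56, adjusted p = 0.00686 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *argB*, *thrA*, *argH*, *thrB* and *thrC* were 3.73, 3.70, 3.42, 2.86 and 2.67, and that of *glyA*, which was not called, was 1.04 (adjusted p = 0.172 from edgeR with Benjamini-Hochberg adjustment). Of the 7 transport genes, *hisP*, *hisQ*, *hisM* and *hisJ* were called in ME phase, with log2 fold changes of 2.22, 2.13, 2.04 and 1.67. *artM* and *artI* were at 1.00 and 1.04, with adjusted p = 0.120 and 0.140 (edgeR, Benjamini-Hochberg adjustment). *tdcC* was called in EE phase, with a log2 fold change of 1.31 (standard error 0.13, adjusted p = 0.00108 from edgeR with Benjamini-Hochberg adjustment). In Δ*rsd*, which carries *ssrS*, all 7 biosynthesis genes were positive in ME phase (log2 fold changes 1.29 to 3.04), with 0 called. In Δ*rsd*Δ*ssrS*, 4 of the 7 were positive (-0.61 to 3.63), with 3 called. Of the 7 transport genes, 6 were positive in Δ*rsd* (-0.18 to 1.12) and 1 in Δ*rsd*Δ*ssrS* (-0.97 to 0.40), with 0 called. Whether the increase comes from loss of 6S RNA alone is thus not settled. In Δ*ssrS* all 14 stress response genes had negative log2 fold changes in both phases, and 2 of them were called in each phase. In ME phase all 14 were reduced at least 2-fold, and the 12 not called missed on the adjusted p alone. *hdeA* fell from 38174 ± 5729 to 16223 ± 481 CPM in EE phase (SD, n = 2 each; log2 fold change -1.23, adjusted p = 0.00810 from edgeR with Benjamini-Hochberg adjustment) and *dosC* was called in both phases, at -1.03 in EE and -1.61 in ME phase. The call besides *dosC* in ME phase was *hslV*, at -1.07 (adjusted p = 0.0195 from edgeR with Benjamini-Hochberg adjustment). These numbers moved most with all 50 libraries in one fit, under which *artM*, *artI*, *glyA* and all of the 14 stress response genes except *yadC* were called in ME phase. In a fit with a replicate block, in EE phase, where the pairing correlation was 0.530, *tdcC*, *hdeA* and *dosC* were at 1.31, -1.24 and -1.03.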

During exponential phase, expression of several genes for amino acid transporters (*artM*, *artI*, *hisP*, *hisQ*, *hisJ*, *hisM*, *tdcC*) and amino acid biosynthesis (*argH*, *argB*, *thrA*, *thrB*, *thrC*, *asnB*, *glyA*) was increased in Δ*ssrS*, while expression of genes involved in stress responses (*rmf*, *appY*, *yadC*, *ybcM*, *yciF*, *gadW*, *ydeI*, *yodD*, *dps*, *hdeA*, *hslV*, *oppA*, *osmE*, *dosC*) was reduced. On the other hand, in LS phase, genes involved in global transcriptional regulation (*crp*, *hha)* and the TCA cycle (*sdhD*, *sdhC*, *gltA*, *aceB*, *ppc*, *sucA*) were upregulated. Thus, the physiological function of 6S RNA appears largely growth phase-dependent; nevertheless, there are certain patterns throughout growth.

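In LS phase, *crp* rose from 142 ± 0.888 to 360 ± 55.1 CPM (SD, n = 2 each; log2 fold change 1.34, standard error 0.22, adjusted p = 0.00316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *hha* had a log2 fold change of 1.23 (adjusted p = 0.00793 from edgeR with Benjamini-Hochberg adjustment). Of the 6 TCA cycle genes, 5 were called in LS phase and 0 in any earlier phase. The largest change was in *gltA*, from 63.0 ± 4.00 to 262 ± 39.8 CPM (SD, n = 2 each; log2 fold change 2.06, standard error 0.21, adjusted p = 2.8e-04 from edgeR with Benjamini-Hochberg adjustment). *sdhC*, *ppc*, *aceB* and *sdhD* had log2 fold changes of 1.54, 1.31, 1.12 and 1.01. *sucA*, with a fold change just under 2 (log2 fold change 1.00, adjusted p = 0.00891 from edgeR with Benjamini-Hochberg adjustment), was not called, and it was called under 6 of the 9 alternatives. Blocked by replicate number, *crp*, *hha*, *gltA* and *sdhC* were at 1.33, 1.23, 2.05 and 1.55 and *sucA* was called, and the pairing correlation in LS phase was 0.651.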

### 6S RNA increases σ^38^/RpoS activity throughout growth

Like *Δrsd*, the *ΔssrS* strain showed reduced expression of σ^38^ target genes (Figures 3A and B, Figure S6, Wilcoxon test *P* < 10^−15^ in all growth phases except LS). This was not due to reduced σ^38^ protein, as western blots in stationary phase showed that the *ΔssrS* strain had higher σ^38^ protein than the wild-type (Figure S4). 

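In Δ*ssrS*, the Δ*rpoS*-reduced genes had median log2 fold changes of -0.43 in EE, -0.55 in ME, -0.22 in TS, -0.32 in S and -0.13 in LS phase. The share with a log2 fold change below 0 was 89.6% in EE, 90.8% in ME and 78.5% in S phase. Against all other genes, two-sided Wilcoxon tests (n = 4574 genes, which are not independent replicates) gave p = 3.3e-85, 5.5e-69, 7.2e-49, 2.5e-87 and 6.8e-06, and camera, which allows for correlation between genes, gave p = 0.0602, 0.134, 0.264, 0.118 and 0.703. The Δ*ssrS* replicates scored -0.40 and -0.44 in EE, -0.42 and -0.68 in ME, -0.30 and -0.17 in TS and -0.50 and -0.30 in S phase, each pair below both wild-type replicates. In LS phase they scored -0.30 and 0.06, each below the wild-type replicate of the same number (-0.14 and 0.14). When replicate numbers formed a block, camera (n = 4574 genes) gave p = 0.0794 in EE, 0.167 in TS and 0.688 in LS phase, where the pairing correlations were 0.530, 0.448 and 0.651. With the wild-type replicates split between the definition of the set and the measured change, 1 of the 2 arrangements gave a median of -0.05 in TS phase, below the 0.01 of the other genes, and of -0.05 in LS phase, above their -0.09. With the change taken between libraries of the same number, chosen after the data had been seen, the median was below that of the other genes in both arrangements of every phase.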

On the other hand, expression of genes under constitutive σ^70^ promoters was slightly increased in the ME, TS and LS phases (Figure S7).

**Figure 3:**
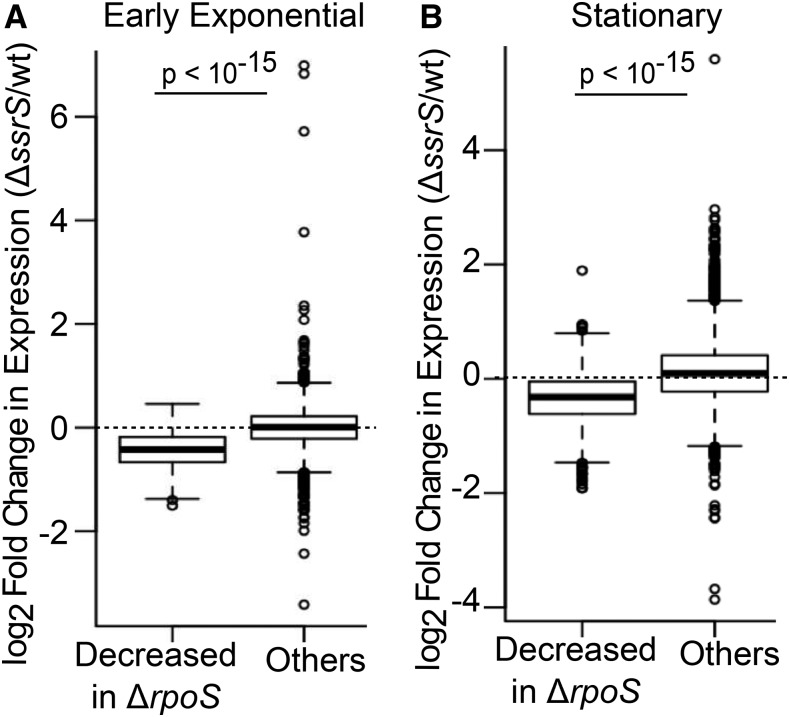
6S RNA regulates RpoS target genes throughout growth. (A) Boxplot of log2 fold change in gene expression (Δ*ssrS*/wild-type, EE phase) for 313 genes whose expression is reduced at least twofold in Δ*rpoS*/wild-type in EE phase, compared to all other genes. (B) Boxplot of log2 fold change in gene expression (Δ*ssrS*/wild-type, stationary phase) for 634 genes whose expression is reduced at least twofold in Δ*rpoS*/wild-type in stationary phase, compared to all other genes. p-values are for Wilcoxon Test.

### 6S RNA regulates RpoB, Crl and Rsd

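In the 10 wild-type libraries, normalized together, *ssrS* was at 42103 ± 9732 CPM in EE, 58688 ± 6081 in ME, 116269 ± 25199 in TS, 126840 ± 73895 in S and 297705 ± 68249 CPM in LS phase (SD, n = 2 each). Relative to EE phase the log2 fold change was 0.48 in ME (standard error 0.36, adjusted p = 0.309), 1.47 in TS (0.37, 0.00429), 1.59 in S (0.37, 0.00220) and 2.82 in LS phase (0.39, 2.4e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TS and S phase differed by less than the spread between the 2 replicates of S phase. The alternative that moved a value most across the threshold was a single fit of all 50 libraries, under which the increases in TS and S phase had adjusted p = 0.219 and 0.158 (edgeR, Benjamini-Hochberg adjustment). That fit shares one estimate of spread with the 20 libraries that lack *ssrS*, and with only the 30 libraries of strains that carry it, chosen after the data had been seen, the adjusted p was 0.00190 and 6.0e-04 (edgeR, Benjamini-Hochberg adjustment). Over the other alternatives, without that fit of 30 libraries, the adjusted p was between 0.00268 and 0.219 for 6S RNA over growth in wild-type, TS phase, and between 8.2e-04 and 0.158 for 6S RNA over growth in wild-type, S phase (edgeR or DESeq2, Benjamini-Hochberg adjustment). With a block for replicate number, the log2 fold changes from EE phase were 0.49, 1.497, 1.57 and 2.85.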

Since the wild-type expression of 6S RNA increased in successive growth phases (Figure 4A), its effect should increase with growth phase. Indeed, with the exception of the TS phase, the number of 6S RNA regulated genes increased with growth phase. 

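From EE to LS phase the number of genes changed at least 2-fold in Δ*ssrS* with an unadjusted p-value under 0.05 was 89, 253, 66, 431 and 254, while those with an adjusted p-value under 0.05 at any fold change numbered 540, 69, 366, 1385 and 680. The SD over genes of the log2 difference between the 2 Δ*ssrS* replicates was 0.224 in EE, 0.517 in ME, 0.267 in TS, 0.429 in S and 0.367 in LS phase. From the increase of 6S RNA in wild-type the paper reasons that the effect of its loss should increase with growth phase. It reports that the number of regulated genes rose with growth phase, TS phase excepted. Here 71 genes were called in EE, 67 in ME, 321 in S and 244 in LS phase. With TS phase left out, the number thus fell from EE to ME and from S to LS phase. The number in ME phase depended on the fit, with 171 increased and 83 reduced genes when all 50 libraries were fitted together.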

A previous study (Cavanagh *et al.* 2010) showed increased ppGpp in a 6S RNA knockout during the TS phase, and we observed consistent changes in gene expression (Figure S8). Since ppGpp also favors competition of alternative sigma factors with σ^70^ (Jishage *et al.* 2002), increased ppGpp may reduce the effects of *ΔssrS* deletion during this phase.

**Figure 4:**
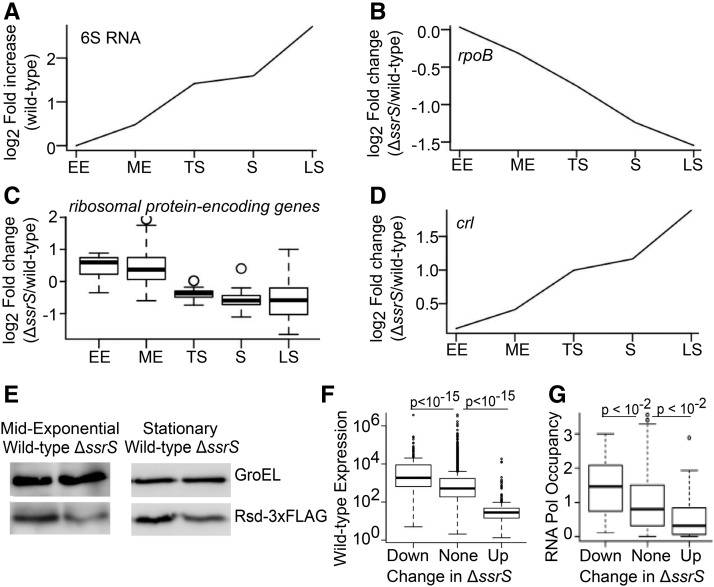
6S RNA controls RpoB, Crl and Rsd. (A) log2 fold increase in 6S RNA levels in wild-type *E. coli* over successive growth phases (relative to its expression in EE phase), based on RNA-Seq. (B) log2 fold change in *rpoB* expression in Δ*ssrS*/wild-type, in successive growth phases. (C) log2 fold change in the expression of 46 ribosomal protein genes in Δ*ssrS*/wild-type, in successive growth phases. (D) log2 fold change in *crl* expression in Δ*ssrS*/wild-type, in successive growth phases. (E) Western blot for 3xFLAG-tagged Rsd in wild-type and Δ*ssrS* backgrounds, in mid-exponential and stationary phases. (F) Boxplots showing the stationary phase wild-type expression level of genes that are reduced >=twofold in Δ*ssrS*/wild-type, genes that are not differentially expressed in Δ*ssrS*, and genes that are increased >=twofold in Δ*ssrS*/wild-type. (G) Boxplots showing the stationary phase RNA polymerase occupancy (by ChIP-chip) of promoters belonging to genes that are reduced >=twofold in Δ*ssrS*/wild-type, genes that are not differentially expressed in Δ*ssrS*, and genes that are increased >=twofold in Δ*ssrS*/wild-type. Only genes that were first in their transcription unit and were associated with a single RNA polymerase binding site, were included in (G). All p-values are for Wilcoxon Test.

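The log2 fold changes in Δ*ssrS* rose in every successive phase or fell in every successive phase for 211 of the 4574 genes, 107 rising and 104 falling. The same count was taken under the other orders of the 5 phases, 60 in all when an order and its reverse are 1. One other order (S, TS, EE, ME, LS) gave more genes than the growth order, 224, and the remaining orders gave between 17 and 176. The median of all orders but the growth order was 57. Among the 634 genes called in at least 1 phase, 48 changed in the same direction from each phase to the next, 20 rising and 28 falling, and no other order gave as many. With replicates as a block, the count over all genes was 206. The pairing correlations of Δ*ssrS* with wild-type from EE to LS phase were 0.530, -0.00806, 0.448, -0.0349 and 0.651. The count over all genes was 167 with all 50 libraries in one fit, between 159 and 191 with 1 library of Δ*ssrS* or wild-type left out in every phase, and 270 after subtraction of a uniform background, chosen after the data had been seen. No step between successive phases was tested in the count. The count includes genes whose effect shrank with growth, such as *cusF* (6.82 in EE and 1.56 in LS phase). It also includes genes whose effect changed sign, such as *rpsH* (0.88 in EE and -1.15 in LS phase).

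**Figure D3:**
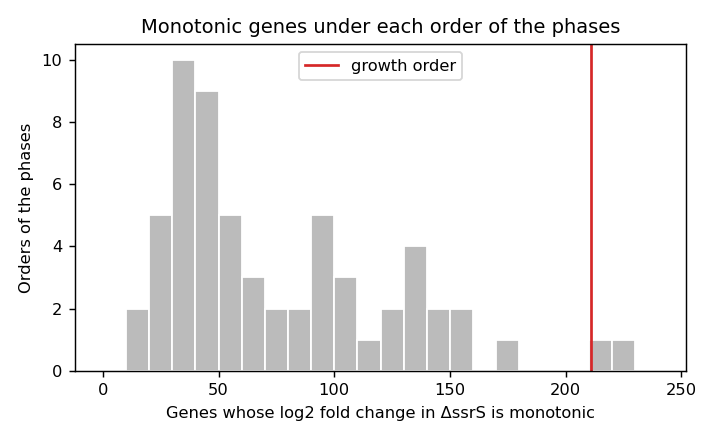
Histogram of the 60 orders of the 5 growth phases by the number of genes whose log2 fold change in Δ*ssrS* rises or falls at every step; the red line marks the growth order at 211 genes. The median of the other orders is 57 genes.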

We found 36 genes where 6S RNA had a dose-dependent effect throughout growth, increasing in each successive growth phase (Figure S9). For instance, expression of *rpoB* (encoding the β subunit of core RNA polymerase) was reduced in Δ*ssrS*, and the magnitude of reduction increased with growth phase (Figure 4B). 

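*rpoB* had log2 fold changes of 0.02 in EE, -0.32 in ME, -0.75 in TS, -1.23 in S and -1.54 in LS phase. It was called in S phase, at 115 ± 20.9 CPM in Δ*ssrS* and 270 ± 1.61 CPM in wild-type (SD, n = 2 each; standard error 0.16, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in LS phase, at 190 ± 33.0 and 554 ± 73.4 CPM (SD, n = 2 each; standard error 0.22, adjusted p = 0.00159 from edgeR with Benjamini-Hochberg adjustment). In TS phase the change was under 2-fold (standard error 0.19, adjusted p = 0.0310 from edgeR with Benjamini-Hochberg adjustment). Under a replicate block, the log2 fold changes were 0.02, -0.74 and -1.55 in EE, TS and LS phase, where the pairing correlations were 0.530, 0.448 and 0.651. The change from each phase to the next was not tested.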

Reduced RpoB was validated in stationary phase by qRT-PCR (Table S3) and western blotting (Figure S10). Since excess Eσ^70^ inhibits *rpoB* transcription (Fukuda *et al.* 1978), we suggest that deleting 6S RNA leads to higher free Eσ^70^, which proportionally represses *rpoB*. Since RpoB is limiting for the formation of core RNA polymerase (Piper *et al.* 2009), this implies that the cell compensates for 6S RNA loss by reducing RNA polymerase synthesis. Similarly, we observed decreased expression of genes encoding ribosomal proteins (Figure 4C), consistent with previous reports in stationary phase (Neusser *et al.* 2010).

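The 54 genes named rpl, rps or rpm had a median log2 fold change in Δ*ssrS* of 0.50 in EE, 0.34 in ME, -0.35 in TS, -0.58 in S and -0.55 in LS phase. Wilcoxon tests against all other genes (two-sided, n = 4574 genes, which are not independent replicates) gave p = 3.5e-16, 7.7e-09, 5.2e-16, 1.4e-19 and 8.8e-12. camera, which allows for their high correlation with each other (0.722 in EE phase), gave p = 0.187, 0.431, 0.374, 0.150 and 0.228. In S phase 98.1% of these genes had a log2 fold change below 0, and 1 changed 2-fold or more, against 14 in LS phase. In a fit with a replicate block, camera (n = 4574 genes) gave p = 0.0217 in EE, 0.254 in TS and 0.267 in LS phase, and the pairing correlations were 0.530, 0.448 and 0.651. The p of camera in EE phase ranged from 0.0217 to 0.253 over the alternatives.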

6S RNA also represses some genes in a dose-dependent manner. Figure 4D shows that *crl* expression is increased in Δ*ssrS*, and the magnitude of this effect increases with growth phase. 

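The log2 fold change of *crl* in Δ*ssrS* was 0.12 in EE, 0.41 in ME, 1.00 in TS, 1.17 in S and 1.89 in LS phase. In S phase *crl* was at 91.0 ± 6.20 CPM in Δ*ssrS* and 40.4 ± 4.78 CPM in wild-type (SD, n = 2 each; standard error 0.12, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in LS phase at 426 ± 74.5 and 115 ± 13.6 CPM (SD, n = 2 each; standard error 0.29, adjusted p = 0.00203 from edgeR with Benjamini-Hochberg adjustment). In TS phase its fold change was just above 2 (adjusted p = 9.0e-04 from edgeR with Benjamini-Hochberg adjustment), and it fell short of 2-fold under 4 of the 9 alternatives. Blocked by replicate number, *crl* was at 0.13, 1.00 and 1.88 in EE, TS and LS phase, with pairing correlations of 0.530, 0.448 and 0.651. Assembly ASM584v2 lists *crl* as a pseudogene that overlaps the insertion sequence genes *insA9* and *insB9*. The authors used another build of the genome with gene coordinates from RegulonDB, and kept uniquely mapping reads. Whether their count of *crl* includes reads of these genes is therefore not known.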

As with the effect of reducing RNA polymerase synthesis to compensate for the loss of 6S RNA, increasing σ^38^ protein and Crl may be a means to compensate for reduced Eσ^38^ activity in Δ*ssrS* bacteria.

Since we observed that Rsd regulated 6S RNA expression, we checked whether 6S RNA in turn regulated Rsd. 

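In Δ*ssrS*, *rsd* had log2 fold changes of 0.36 in EE, 0.43 in ME, 0.61 in TS, 0.05 in S and 0.64 in LS phase, with adjusted p = 0.471, 0.558, 0.0483, 0.827 and 0.0868 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in no phase. Both Δ*ssrS* replicates were above both wild-type replicates in EE, ME, TS and LS phase. When replicate numbers formed a block, the log2 fold change was 0.36 in EE, 0.60 in TS and 0.65 in LS phase (adjusted p = 0.474, 0.0250 and 0.0584 from edgeR with Benjamini-Hochberg adjustment), and the pairing correlations were 0.530, 0.448 and 0.651. Across the alternatives the adjusted p of *rsd* in TS phase ranged from 0.00571 to 0.272 (edgeR or DESeq2, Benjamini-Hochberg adjustment).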

Our RNA-Seq showed that *rsd* was not differentially expressed in Δ*ssrS*. To check if 6S RNA regulated Rsd post-transcriptionally, we added a 3xFLAG tag to the C-terminal of the Rsd protein, as in previous studies (Piper *et al.* 2009). Indeed, western blots showed that 3xFLAG-tagged Rsd was reduced in the Δ*ssrS* background, in both ME and stationary phases (Figure 4E).

Finally, though 6S RNA binds to Eσ^70^, its effects are highly promoter-specific (Trotochaud and Wassarman 2004; Cavanagh *et al.* 2008; Cavanagh *et al.* 2010; Neusser *et al.* 2010). We did not observe a link between 6S RNA sensitivity and an extended -10 or weak -35 promoter sequence as reported in (Cavanagh *et al.* 2008) (Figure S11), nor with any other sequence features. Instead, during stationary phase, 6S RNA sensitivity was associated with low wild-type expression (Figure 4F) and low promoter occupancy by RNA polymerase (Figure 4G, based on ChIP-chip data from (Cho *et al.* 2014)). Thus, our data support a model in which sequestration of RNA polymerase by 6S RNA primarily represses promoters that bind weakly to RNA polymerase.

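In S phase, the 179 genes increased in Δ*ssrS* had a median wild-type expression of 1.12 CPM, against 14.1 CPM for the 4253 genes that were not called and 57.4 CPM for the 142 reduced genes. The median of the increased genes was 0.0795 of that of uncalled genes (Wilcoxon p = 1.1e-65, two-sided, across n = 4574 genes, which are not independent replicates), and the median of the reduced genes was 4.08 times it (Wilcoxon p = 1.6e-19, two-sided). The middle range of the increased genes, from the lower to the upper quartile, was 0.673 to 1.83 CPM. The ratios moved most after subtraction of a uniform background of reads from every library, an alternative chosen after the data had been seen: the number of increased genes then fell to 64, with a median ratio of 0.276, and the reduced genes had a ratio of 1.36. In the S phase libraries the estimated background was 2.80 reads per kilobase (CPM scale) in Δ*ssrS* and 0.873 in wild-type. In the other phases the median of the increased genes was 0.65 (EE), 1.16 (ME), 0.609 (TS) and 1.87 (LS) of that of uncalled genes, so their low expression was most marked in S phase. In Δ*rpoS* in S phase, which carries *ssrS*, the increased genes were at 0.161 and the reduced genes at 4.96 of the median of uncalled genes. The pattern in S phase was thus not limited to strains that lack *ssrS*. Promoter occupancy was not analysed here.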

### The Rsd/6S RNA double knockout shows differential expression of a distinct set of genes

We have discovered several instances of crosstalk between 6S RNA and Rsd; apart from the fact that both sequester σ^70^ in different forms, each regulates the other’s expression, and both favor the activity of σ^38^. We therefore asked whether the double knockout of Rsd and 6S RNA showed effects distinct from the single knockouts.

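In Δ*rsd*Δ*ssrS*, 744 genes were called in EE (307 increased and 437 reduced), 758 in ME (362 and 396), 475 in TS (213 and 262), 995 in S (646 and 349) and 1013 in LS phase (336 and 677). Over the 5 phases 2368 genes were called, 51.8% of those tested, 1032 of them in 2 or more phases and 31 in all 5. The total moved most after subtraction of a uniform background, chosen after the data had been seen, to 2299 genes, of which 1902 were shared. With a block for replicate number, 1092 genes were called in ME (679 and 413), 534 in TS (273 and 261) and 1013 in LS phase (340 and 673), where the pairing correlations of Δ*rsd*Δ*ssrS* with wild-type were 0.496, 0.488 and 0.330. The genes with the largest increase were *ybdZ* in EE, *yjjZ* in ME, *napF* in TS, *ymfQ* in S and *trpL* in LS phase, with log2 fold changes of 5.51, 7.33, 4.15, 3.83 and 6.57. With 1 library left out, from 5.95% to 15.9% of the 3985 calls over the 5 phases fell under 2-fold.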

We observed that in every growth phase, hundreds of genes were differentially expressed in the double knockout relative to the wild-type. This far exceeded the number of differentially expressed genes in both single knockouts, demonstrating significant crosstalk between the two regulators. 

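The double knockout had more called genes than either single knockout in every phase. The increased share of calls in ME phase moved with the design of the fit, from 47.8% to 62.2% in Δ*rsd*Δ*ssrS* with the replicate number as a block, where the pairing correlation was 0.496, and from 25.6% to 52.2% in Δ*rpoS*, where it was 0.721.

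**Figure D4:**
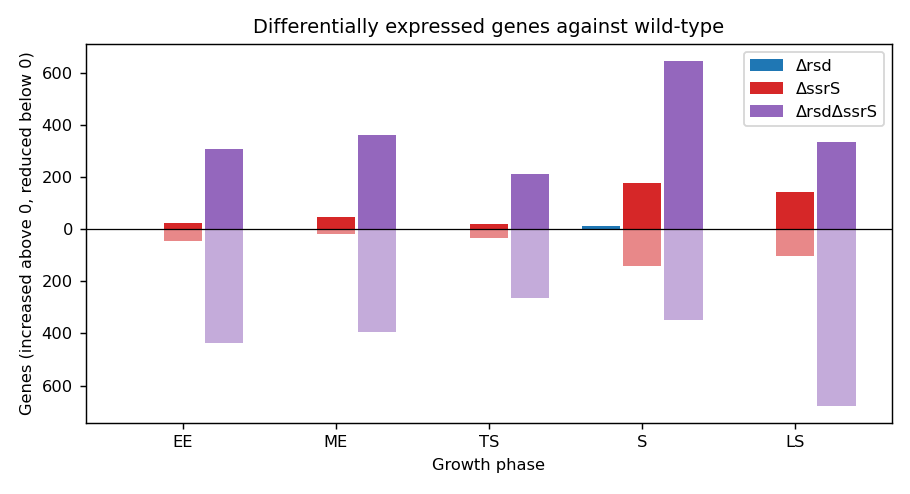
Number of genes called in Δ*rsd*, Δ*ssrS* and Δ*rsd*Δ*ssrS* in each growth phase, with increased genes above 0 and reduced genes below. Δ*rsd*Δ*ssrS* has the most calls in every phase, up to 677 reduced genes in LS phase.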

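Genes called in Δ*rsd*Δ*ssrS* whose log2 fold changes in Δ*rsd* and Δ*ssrS* summed to between -1 and 1 numbered 648 in EE, 604 in ME, 391 in TS, 407 in S and 850 in LS phase, and 1907 (41.7% of those tested) in at least 1 phase, with 705 in 2 or more. This rule does not test the difference. With an adjusted p-value under 0.05 for the contrast of the double knockout against the sum of the single knockouts required as well (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 547, 381, 237, 258 and 573 genes were left, and 1397 in at least 1 phase. With replicates as a block, the rule gave 904 in ME, 395 in TS and 845 in LS phase, and pairing correlations of Δ*rsd*Δ*ssrS* with wild-type were 0.496, 0.488 and 0.330. Across genes, Pearson's r between the sum of the single knockouts and the double knockout was 0.184 in EE, 0.0755 in ME, 0.595 in TS, 0.755 in S and 0.377 in LS phase, where genes are not independent replicates. Both are measured against the same wild-type libraries, which by itself makes r positive. The r without any change was not computed, so these values do not show how far the effects add up.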

Figures 5A and B highlight genes that showed differential expression in the double knockout, but less than twofold change in both single knockouts added together; there were 1780 such genes in total. These included genes encoding DNA Gyrase and Topoisomerase I, which maintain DNA supercoiling and regulate gene expression (Peter *et al.* 2004), the nucleoid-associated proteins HU, H-NS and StpA, the global transcriptional regulators ArcA, LRP and IHF, and the small RNA chaperone Hfq. This suggests that Rsd and 6S RNA act together, in a partially redundant manner, to control global gene expression and nucleoid structure.

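For *hupB* (HU), *arcA* and *lrp*, the largest decreases in Δ*rsd*Δ*ssrS* were in ME phase, with log2 fold changes of -2.39 and -1.94 for *hupB* and *lrp* and a decrease of 3.99-fold for *arcA* (adjusted p = 3.2e-04, 5.5e-04 and 4.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *hns* and *stpA* were reduced in LS phase, by log2 fold changes of -1.82 and -1.14 (adjusted p = 3.0e-04 and 0.0134 from edgeR with Benjamini-Hochberg adjustment). For IHF, *ihfB* was reduced in TS and LS phase (in TS phase, log2 fold change -1.57, adjusted p = 2.3e-05 from edgeR with Benjamini-Hochberg adjustment), while *ihfA* was called in no phase. The direction was not the same in every phase: *arcA* was called increased in S phase (log2 fold change 1.88), *hupB* in LS phase (1.05) and *stpA* in EE phase (1.06). Under a replicate block, *hupB*, *arcA* and *lrp* were at -2.39, -1.99 and -1.95, *ihfB* at -1.56 and *hns* and *stpA* at -1.82 and -1.10, and the pairing correlations in ME, TS and LS phase were 0.496, 0.488 and 0.330. In the phases of these decreases, the contrast against the sum of the single knockouts was -2.92 for *hupB*, -1.34 for *arcA*, -2.46 for *lrp* and -2.20 for *hns*, with adjusted p = 0.00134, 0.0195, 0.00180 and 0.00296, and for *ihfB* in TS phase the adjusted p was 0.0185 (edgeR, Benjamini-Hochberg adjustment). For *stpA* in LS phase it was -0.87, with adjusted p = 0.187, and for *gyrB*, *gyrA* and *topA* in S phase it was -1.12, -0.40 and -0.49, with adjusted p = 2.9e-04, 0.0810 and 0.0563 (edgeR, Benjamini-Hochberg adjustment). With the block, the adjusted p of these contrasts was 0.00130, 0.0116, 0.00130 and 0.00406 for *hupB*, *arcA*, *lrp* and *hns*, 0.00696 for *ihfB* and 0.0686 for *stpA* (edgeR, Benjamini-Hochberg adjustment). In S phase the pairing correlation of Δ*ssrS* and Δ*rsd*Δ*ssrS* was -0.796, and for *gyrB*, *gyrA* and *topA* the block gave adjusted p = 6.6e-04, 0.112 and 0.0858, and with the numbers of Δ*ssrS* crossed, chosen after that correlation was seen, 3.9e-04, 0.0537 and 0.0320 (edgeR, Benjamini-Hochberg adjustment). In other phases the contrast was positive for *arcA* (S phase, 2.45), *stpA* (TS phase, 1.05) and *topA* (LS phase, 0.79), with adjusted p = 2.0e-06, 0.00962 and 0.0488 (edgeR, Benjamini-Hochberg adjustment). From the genes that change only in the double knockout the paper proposes that Rsd and 6S RNA act together, in a partly redundant way, on global gene expression and nucleoid structure.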

**Figure 5:**
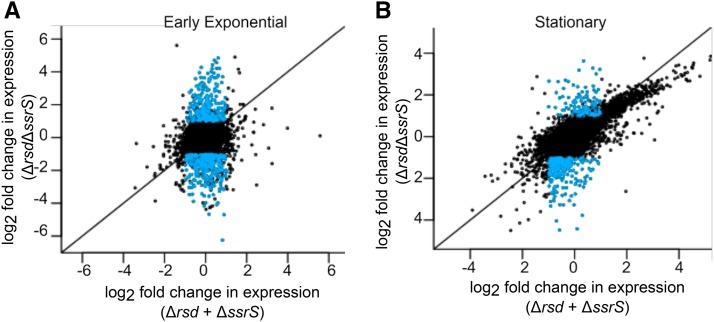
Rsd and 6S RNA have widespread non-additive effects on gene expression. Scatterplots of log2 fold change in gene expression in the Δ*rsd*Δ*ssrS* double knockout *vs.* the sum of log2 fold changes in the Δ*rsd* and Δ*ssrS* single knockouts, for each gene, in (A) Early exponential and (B) Stationary phase. Blue points represent genes that show differential expression (>=twofold increase or decrease, FDR-adjusted p-value < 0.05) in the double knockout, but less than twofold change in expression in both single knockouts added together.

### A theoretical model suggests an explanation for the behavior of Rsd and 6S RNA

Our RNA-Seq demonstrated that Rsd and 6S RNA regulate sigma factor competition and gene expression at a global scale; however, there are two major results that appear counter-intuitive. First, how is it that Rsd, which sequesters σ^70^, increases transcription of σ^38^ target genes but has very little effect on σ^70^ target genes? Second, how does 6S RNA, which sequesters not only σ^70^, but also core RNA polymerase which is required for transcription by all sigma factors, nevertheless increase transcription by σ^38^?

To answer these questions, we constructed a mathematical model of transcription during stationary phase, using parameters from literature (Table 2). We focused on stationary phase as that is when σ^38^, 6S RNA and Rsd are at high concentrations. Our model is similar in structure to previous studies (Grigorova *et al.* 2006; Mauri and Klumpp 2014); however, it is the first to model stationary phase and to include both 6S RNA and Rsd. Consequently, our results differ from previous models.

Figure 6A shows a schematic of the model. Core RNA polymerase (E) binds to sigma factors (σ^70^ and σ^38^) forming holoenzymes (Eσ^70^ and Eσ^38^). Holoenzymes initiate transcription from target promoters (P_70_ and P_38_), releasing the sigma factor. The elongating RNA polymerase (E_e70_ and E_e38_) transcribes until released. Holoenzymes and E also bind DNA non-specifically. We focus on the steady state of this model, determined by equations (1) - (4) and (8) – (17) in Methods.

**Figure 6:**
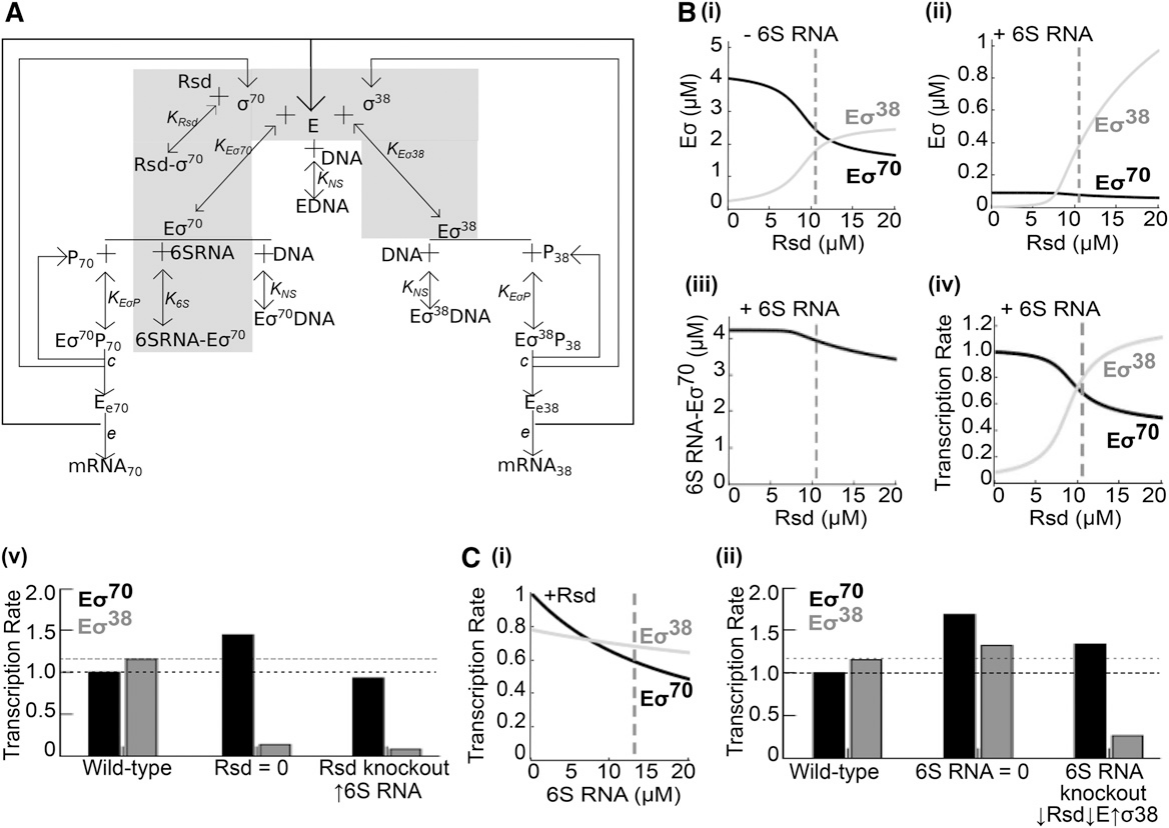
A mathematical model of Rsd and 6S RNA activity. (A) Schematic of the model. Shaded area represents reactions involved in holoenzyme formation (without DNA) (B) (i) Steady-state levels of Eσ^70^ (black) and Eσ^38^ (gray), computed from equations (1) - (9), as a function of total Rsd, when 6S RNA = 0. (ii) Same when total 6S RNA = 13 μM. (iii) Steady-state levels of the 6S RNA-Eσ^70^ complex, as a function of total Rsd. (iv) Steady-state rate of transcription from Eσ^70^ dependent promoters (black) and Eσ^38^ dependent promoters (gray), as a function of total Rsd. Vertical dashed lines represent wild-type cellular concentrations in stationary phase. (v) Steady-state rate of transcription from Eσ^70^ dependent promoters (black bars) and Eσ^38^ dependent promoters (gray bars) in the wild-type, absence of Rsd, and simulated Rsd knockout. (C) (i) Steady-state rate of transcription from Eσ^70^ dependent promoters (black) and Eσ^38^ dependent promoters (gray), as a function of total 6S RNA. Vertical dashed lines represent wild-type cellular concentrations in stationary phase. (ii) Steady-state rate of transcription from Eσ^70^ dependent promoters (black bars) and Eσ^38^ dependent promoters (gray bars) in the wild-type, absence of 6S RNA, and simulated 6S RNA knockout.

To understand how Rsd and 6S RNA regulate competition between sigma factors, we initially modeled the formation of Eσ^70^ and Eσ^38^ in the absence of DNA. This is represented by the shaded area in Figure 6A and steady-state equations (1) - (9) in Methods. Figure 6B(i) depicts what happens when Rsd is added to a system containing only E, σ^70^ and σ^38^. Each value of Rsd on the *x*-axis corresponds to a separate ’run’ of the model where we compute the steady-state for those parameter values, before moving on to the next Rsd value. We predict that as Rsd is increased, it sequesters σ^70^, reducing Eσ^70^ formation. This allows more E to bind σ^38^, increasing the formation of Eσ^38^, consistent with previous predictions of Rsd function (Jishage and Ishihama 1999).

However, Figure 6B(ii) predicts that when 6S RNA is also present, Rsd increases Eσ^38^ with little effect on Eσ^70^. How? This paradoxical result can be understood with Figure 6B(iii), which shows that the concentration of the 6S RNA–Eσ^70^ complex decreases as Rsd is increased. When 6S RNA is present, increasing Rsd still reduces E-σ^70^ association; however, the reduction in Eσ^70^ is compensated for by the release of Eσ^70^ from its complex with 6S RNA, and so there is little change in the overall Eσ^70^ level. This prediction remains when we include DNA in the model (represented by the complete schematic in Figure 6A). Figure 6B(iv) shows that simulating increased Rsd increases transcription by Eσ^38^ with less effect on Eσ^70^ transcription.

Our Δ*rsd* strain also displayed a ∼2.3-fold increase in 6S RNA during stationary phase. Figure 6B(v) shows the predicted rate of transcription from Eσ^70^ and Eσ^38^ target promoters in the wild-type and when Rsd = 0. The third pair of bars is an approximation of conditions in the Δ*rsd* strain, where 6S RNA is increased 2.3-fold. We see that increased expression of 6S RNA could reduce Eσ^70^ dependent transcription in the Δ*rsd* strain to almost the wild-type level, so that the main observable effect of knocking out Rsd would be reduced transcription by Eσ^38^.

This explains why, in both our RNA-seq and a previous study (Mitchell *et al.* 2007), Rsd increases transcription of Eσ^38^ target genes, with little to no effect on Eσ^70^. We hypothesize that high levels of 6S RNA cause Rsd to act as a σ^38^ regulator and not a σ^70^ regulator, and, moreover, that Rsd controls the level of 6S RNA to modulate its own function.

We also observed a 2.4-fold increase in *oxyS* (a repressor of *rpoS* translation) in the Rsd knockout. 

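In S phase, *oxyS* was at 26.2 and 19.9 CPM in the 2 Δ*rsd* replicates and at 3.73 and 4.55 CPM in the 2 wild-type replicates, a fold change of 5.51. Under the 9 alternatives that keep both replicates, its log2 fold change was between 2.42 and 2.57, with adjusted p between 5.3e-18 and 0.00537 (edgeR or DESeq2, Benjamini-Hochberg adjustment). Over the 12 alternatives set before the data were examined, which include each replicate left out, the fold change was between 4.79 and 6.30. In EE, ME, TS and LS phase *oxyS* was not called, with log2 fold changes of 0.28, 1.70, -0.08 and 0.59.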

We did not include this in the model due to lack of quantitative data on *oxyS*; however, it is possible that a small reduction in σ^38^ protein levels, perhaps due to increased *oxyS*, may contribute to reduced σ^38^ activity in the Δ*rsd* strain. However, it is difficult to confirm this.

What is the effect of 6S RNA? Our model predicts that as 6S RNA levels increase, it sequesters Eσ^70^, reducing the amount of E available to bind to both sigma factors and thus inhibiting formation of both holoenzymes. This decreases the rate of transcription by both holoenzymes (Figure 6C(i)). However, our RNA-seq showed that deleting 6S RNA actually results in reduced transcription of Eσ^38^ target genes, *i.e.*, 6S RNA increases transcription by Eσ^38^. This is also supported by single-promoter studies in (Trotochaud and Wassarman 2004). How is this possible? A 10-fold increase or decrease in any of the parameters was not sufficient to reproduce this observation.

Apart from losing 6S RNA, our Δ*ssrS* strain also displayed reduced Rsd and RpoB, and increased σ^38^. Figure 6C(ii) shows the predicted rate of transcription from Eσ^70^ and Eσ^38^ target promoters in the wild-type and when 6S RNA = 0. The third pair of bars is an approximation of conditions in the Δ*ssrS* strain; Rsd and E are reduced by 50% and σ^38^ is increased by 50%. Eσ^38^ transcription is now reduced to less than the wild-type level; in fact, within the default parameters of our model, reducing Rsd alone from 10.4 μM to 8 μM is sufficient to lower Eσ^38^ transcription in the 6S RNA knockout below its wild-type level.

We also observed increased *crl* mRNA in Δ*ssrS*. We have not modeled this due to lack of quantitative data on Crl. However, if the change in mRNA corresponds to increased Crl protein, it could partially mitigate the effect of reduced Rsd in the Δ*ssrS* strain.

Thus, from our model we can make the strong claim that the binding reactions of Rsd and 6S RNA shown in Figure 6A cannot explain the reduced transcription of σ^38^ target genes in the Δ*ssrS* strain. However, adding reduced Rsd levels to the model is sufficient. We therefore hypothesize that the reduced Eσ^38^ transcription in the 6S RNA knockout is due to its indirect effects primarily via Rsd.

The quantitative predictions of this model would ideally be validated in detail by *in vitro* transcription experiments, measuring the change in transcription of σ^38^ and σ^70^ dependent promoters with Rsd and 6S RNA in varying concentrations. We predict that the effect of Rsd on σ^70^ dependent transcription should decrease as 6S RNA is increased. We also predict that increasing 6S RNA alone should reduce both σ^38^ and σ^70^ dependent transcription, but σ^38^ dependent transcription can be increased on increasing Rsd. To our knowledge, such studies have not been carried out. However, such experiments are necessarily limited to a few promoters. Some predictions may also be testable by looking at distributions of gene expression *in vivo*; for instance, increasing Rsd expression in Δ*ssrS* back to the wild-type level should largely mitigate the reduced expression of σ^38^ target genes.

## DISCUSSION

Rsd and 6S RNA have long been known to regulate RNA polymerase in *E. coli*. Here we report for the first time that Rsd regulates gene expression from early exponential to stationary phase. Though it sequesters σ^70^, its primary function is reducing transcription by the alternative sigma factor σ^38^. Based on theoretical modeling, we suggest that this is due to 6S RNA, which minimizes the effect of Rsd on Eσ^70^ levels. We show that Rsd regulates 6S RNA expression, thereby minimizing its own effect on Eσ^70^. Since Rsd overexpression increases transcription by σ^24^ and σ^54^ in a ppGpp^0^ background (Laurie *et al.* 2003; Costanzo *et al.* 2008), Rsd may generally assist alternative sigma factors to associate with RNA polymerase, under suitable conditions.

6S RNA is more complex, regulating expression of >400 genes; however, we did not observe associations between promoter sequence and 6S RNA susceptibility as previously reported (Cavanagh *et al.* 2008). Our data are more similar to that of (Neusser *et al.* 2010), who reported reduced expression of *rpoB* and ribosomal genes in Δ*ssrS* in stationary phase, and increased ppGpp without increase in *relA* (*spoT* levels were found unchanged in all studies). However, there is still relatively low overlap in the list of 6S RNA regulated genes (46 genes). This is likely because of differences in time points and media. Even within our dataset, there is little overlap between genes regulated by 6S RNA at different time points. It seems that the 6S RNA regulon varies greatly under different conditions. This supports a model where 6S RNA acts as a background-level regulator operating on RNA polymerase, with gene-level outcomes depending strongly upon cellular environment; this could involve DNA topology, transcription factors, and other RNA polymerase-binding factors, all of which vary with growth phase (Dorman 2013). Regulators that interact with 6S RNA can be experimentally identified, for example by transposon insertion sequencing to identify genes whose disruption leads to a larger survival defect in a 6S RNA knockout than in a wild-type background, or by *in vitro* transcription experiments testing whether the ability of 6S RNA to regulate known targets is affected by the presence of other regulators in the medium.

Previous work using individual promoters (Trotochaud and Wassarman 2004) had suggested that 6S RNA might increase transcription by Eσ^38^ during stationary phase. It was unknown whether this was a direct effect of 6S RNA, allowing σ^38^ to compete more effectively for E, or indirect, via a *trans*-acting factor important for σ^38^ activity. However, another study (Neusser *et al.* 2010) found no evidence of this link. We show that 6S RNA increases transcription by Eσ^38^ globally, from early exponential to stationary phase, and show mathematically that this is extremely unlikely to be a direct effect of sequestration. We show that 6S RNA increases Rsd protein level and suggest that Rsd is primarily responsible for 6S RNA’s effect on Eσ^38^ activity.

It has been asked, given 6S RNA’s function as a global regulator, why its deletion does not cause a growth defect. Our data, along with others (Cavanagh *et al.* 2010; Neusser *et al.* 2010), shows multiple feedback effects in the Δ*ssrS* strain, where the cell reduces RNA polymerase expression to compensate for 6S RNA loss, and increases σ^38^ and possibly Crl to compensate for reduced Eσ^38^ activity. 

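In LS phase, *ppk* was at 256 ± 20.7 CPM in Δ*ssrS* and 109 ± 1.24 CPM in wild-type (SD, n = 2 each; log2 fold change 1.24, standard error 0.22, adjusted p = 0.00427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In EE, ME, TS and S phase its log2 fold change was -0.03, 0.35, 0.28 and 0.26, and it was not called. In a fit with a replicate block, the change in LS phase was 1.24 (adjusted p = 0.00568 from edgeR with Benjamini-Hochberg adjustment), with a pairing correlation of 0.651.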

Apart from these two, increased ppGpp may also have such a compensatory role during TS phase, while in LS phase, the 6S RNA knockout has higher expression of *ppk*, responsible for synthesis of polyphosphate - which activates transcription by Eσ^38^ (Kusano and Ishihama 1997). 

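In S phase, Δ*rsd*Δ*ssrS* had 23.5 ± 0.543 CPM of *gyrA* against 51.6 ± 3.00 in wild-type, 43.4 ± 1.55 CPM of *gyrB* against 89.1 ± 3.94, and 85.2 ± 7.45 CPM of *topA* against 182 ± 0.0384 (SD, n = 2 each). The log2 fold changes were -1.13, -1.04 and -1.10, with adjusted p = 2.1e-06, 8.8e-06 and 8.8e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After subtraction of a uniform background, *gyrB* and *topA* were at -0.98 and -0.94 and no longer reached 2-fold. In ME phase *hfq* was at 413 ± 172 CPM in Δ*rsd*Δ*ssrS* and 1370 ± 219 CPM in wild-type (SD, n = 2 each; log2 fold change -1.73, standard error 0.34, adjusted p = 0.00501 from edgeR with Benjamini-Hochberg adjustment). Blocked by replicate number, it was -1.77 (adjusted p = 8.6e-04 from edgeR with Benjamini-Hochberg adjustment), and the pairing correlation was 0.496. Against the sum of the single knockouts, the contrast of *hfq* was -1.69 (adjusted p = 0.0277 from edgeR with Benjamini-Hochberg adjustment), and -1.74 (adjusted p = 0.00638) with the block.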

In stationary phase, the Rsd/6S RNA double knockout shows reduced expression of DNA supercoiling enzymes; supercoiling regulates promoter binding by Eσ^70^ and Eσ^38^ (Kusano *et al.* 1996; Bordes *et al.* 2003); in ME phase, it shows reduced expression of Hfq, which increases σ^38^ expression (Zhang *et al.* 1998). These relationships, illustrated in Figure S12, demonstrate that competition between sigma factors is very tightly controlled, and 6S RNA is connected to multiple pathways involved in this process.

We see that 6S RNA and Rsd regulate each other’s expression, and control each other’s effect on gene expression; finally, we report that 1780 genes across 5 growth phases—almost 40% of the genes in the cell—are differentially expressed in the 6S RNA-Rsd double knockout but not in the single knockouts added together. This provides direct evidence that 6S RNA and Rsd have non-additive effects on gene expression, since the single knockouts cannot explain the widespread gene expression changes observed in the double knockout. Previous studies have only examined single knockouts; this underscores the importance of studying 6S RNA and Rsd as a unit that controls global RNA polymerase activity.

Given that 6S RNA homologs are widespread in bacteria, co-occurring with Rsd and with other RNA polymerase regulators such as the actinobacterial RbpA, and many species have two or three 6S RNA homologs with different expression patterns and potentially different binding partners (Barrick *et al.* 2005; Wehner *et al.* 2014), we suggest that studying the relationships between RNA polymerase regulators will give greater insights into transcriptional control across the bacterial kingdom.

How the deposited data were processed for this re-analysis (not part of the article)

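RNA was measured in wild-type, Δ*rsd*, Δ*ssrS*, Δ*rsd*Δ*ssrS* and Δ*rpoS* in EE, ME, TS, S and LS phase, with 2 replicates each, 50 libraries in all. The authors mapped single-end reads to the MG1655 genome, kept uniquely mapping reads and deposited the count of reads on each of 4605 genes, not normalized. Every column of counts was used. Libraries held between 15711898 and 67726929 counts, with a median of 29799776.

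Genes with more than 10 counts in at least 1 library were kept (4574 genes). Counts were normalized with TMM and tested with the quasi-likelihood functions of edgeR 4.0.16 in R 4.3.3, in one fit per growth phase over 5 strains. P-values were adjusted by the Benjamini-Hochberg method over the genes of one comparison, and a gene was called at a log2 fold change of at least 1 in size and an adjusted p-value under 0.05. Log-scale CPM used a prior count of 2. Gene sets were the genes called reduced or increased in Δ*rpoS* in the same phase, and 54 ribosomal protein genes. They were compared with all other genes by two-sided Wilcoxon rank-sum tests and by camera in limma 3.58.1, with the correlation between genes estimated from the data. Genes with a dose-dependent effect were those whose log2 fold change in Δ*ssrS* rose, or fell, at every step from EE to LS phase. Non-additive genes were those called in Δ*rsd*Δ*ssrS* with a sum of log2 fold changes in Δ*rsd* and Δ*ssrS* between -1 and 1.

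Genes named in the text are those named by the paper and, for Δ*rsd*, Δ*ssrS* and Δ*rsd*Δ*ssrS* in each phase, the gene with the largest increase and that with the largest decrease among called genes whose 2 mutant replicates both lie on the same side of both wild-type replicates. Other genes are said to be chosen after their values were seen. Names were matched to assembly ASM584v2 for biotypes, lengths and overlaps, by symbol for 4153 genes and by a unique synonym for 256, together 95.7%. No coordinates of this assembly were used with the counts.

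The pairing of libraries comes from the replicate numbers in their labels. For each phase, the log2 difference between the 2 replicates was correlated between strains over genes with a mean of at least 50 counts, and the comparisons were repeated with the replicate number as a block. In LS phase, where the correlation of Δ*rsd* and Δ*rpoS* with wild-type was negative, the block was also fitted with their numbers crossed. Correlations of replicates were also taken over genes with a mean of at least 100 counts.

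These choices and the following alternatives were set before the data were examined: DESeq2's size factors, the Wald test of DESeq2 1.42.0, no filter, edgeR's filterByExpr, wild-type and one mutant in each fit, all 50 libraries in one fit, the replicate block, ribosomal RNA genes and *ssrS* left out before normalization, adjustment over 5 phases together, each replicate left out, the 2 wild-type replicates split between the definition of a set and the measured change, sets at unadjusted p, dose dependence among called genes, and a test of non-additivity in addition. Subtraction of a uniform background, the crossed block, and the measurement of Δ*rpoS*-reduced genes in Δ*rsd*Δ*ssrS* were added after the data had been seen. So were the split with the change taken between libraries of the same number and the fits of strains that carry *ssrS*. The background of a library was the 5th percentile of reads per base over protein-coding genes of at least 300 bases, times gene length. Correlations over replicate pairs were tested with 100000 permutations. Leaving out a replicate leaves 1 library, so those values have no test, and with 2 replicates per group the sample labels were not permuted.

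The code was tested on simulated data. edgeR recovered 99% to 100% of 200 changed genes and called 1 to 7 of 4274 unchanged genes, and 0 of 4574 in a strain without changes; DESeq2 recovered 97.5% to 100%. A set of 300 genes shifted by -0.5 had medians of -0.48 to -0.46. Of 100 simulated monotonic genes 62% were recovered, and of 200 non-additive genes 94.5% to 97%. The changed and the non-additive genes were given changes larger than 2-fold, in genes above a minimum mean count. Genes were simulated independently, without replicate effects or differences in background reads. These rates therefore test the code and do not give its performance on the real libraries. Western blots, qPCR, chromatin immunoprecipitation and the mathematical model were not analysed here.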

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

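Every test in this part was chosen only after its result was seen.

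Genes of the cus operons, which the paper does not discuss, were increased in Δ*ssrS*. *cusB*, *cusC*, *cusF* and *cusR* were called in all 5 phases, *cusA* in all but LS phase (0.47, adjusted p = 0.328) and *cusS* in none (edgeR, Benjamini-Hochberg adjustment). In S phase *cusA* was at 1.68 in Δ*ssrS* and 1.79 in Δ*rsd*Δ*ssrS*. Its contrast against the sum of the single knockouts there had adjusted p = 0.407, against values under 0.05 for *cusB*, *cusC*, *cusF* and *cusR*. The log2 fold change of *cusC*, chosen after its values were seen, was 6.98 in EE, 6.15 in ME, 5.54 in TS, 5.59 in S and 4.45 in LS phase, and in EE phase it was at 239 ± 13.4 CPM in Δ*ssrS* and 1.89 ± 0.245 CPM in wild-type (SD, n = 2 each). In Δ*rsd*Δ*ssrS*, which also lacks *ssrS*, it was 0.99, 1.11, 1.00, 1.72 and 0.35. The contrast of the double knockout against the sum of the single knockouts was between -6.26 and -4.23, with an adjusted p-value under 0.05 in 5 of 5 phases (edgeR, Benjamini-Hochberg adjustment), which is what a difference between the Δ*ssrS* strain and Δ*rsd*Δ*ssrS* other than *ssrS* would give. An effect of 6S RNA loss that needs *rsd* would give the same, so the 2 explanations cannot be told apart. Background reads would shrink the change after subtraction, but its lowest value was then 7.82, a value raised by wild-type counts near 0. More copper in the Δ*ssrS* cultures would be expected to raise *cueO* as well, whose highest log2 fold change was 0.16. In EE and LS phase, where the pairing correlation of Δ*ssrS* with wild-type was 0.530 and 0.651, a replicate block gave *cusC* 6.99 and 4.43.

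The genes reduced in Δ*rpoS* in LS phase were also lower in Δ*rsd*Δ*ssrS* in that phase, a comparison the paper does not report. Their median log2 fold change was -0.97, against 0.19 for all other genes, 88.9% of the set was below 0, and the 2 replicates scored -1.196 and -1.13. The camera p-value was 0.0497 (n = 4574 genes), with 0.0571 under a replicate block at a pairing correlation of 0.330 and a range of 0.0395 to 0.119 over the alternatives. With the wild-type libraries split so that none was shared by both comparisons, the difference from the other genes was -0.94 or lower, and after background subtraction the median was -0.88. Neither explanation removed the decrease. The same genes differed between LS and EE phase in Δ*rsd*Δ*ssrS* by -1.02 (camera p = 0.0174, n = 4574 genes). That Rsd and 6S RNA together may be needed for expression of these genes late in stationary phase is a hypothesis, found and tested on the same libraries.

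The *rpoS* transcript was higher in Δ*rsd*Δ*ssrS* in LS phase, with a log2 fold change of 1.32 (adjusted p = 0.00121 from edgeR with Benjamini-Hochberg adjustment; 5.4e-06 to 0.00202 over the alternatives, and 1.33 under a replicate block at a pairing correlation of 0.330). It was also called in TS phase, at 1.04 (adjusted p = 3.3e-04 from edgeR with Benjamini-Hochberg adjustment; 1.04 under a replicate block at a pairing correlation of 0.488), and was at 0.86 in EE (adjusted p = 5.6e-04), 0.29 in ME (adjusted p = 0.521; 0.30 under the block at 0.496) and 0.58 in S phase (adjusted p = 0.0154; edgeR, Benjamini-Hochberg adjustment), so the rise was not confined to LS phase. Differences between phases were not tested. The lower value in LS phase under the other normalizations was 1.319. In LS phase the transcript was thus higher while the genes reduced in Δ*rpoS* were lower. Protein levels were not analysed here.

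The effects on *rpoB* and *crl* in Δ*ssrS* differed between LS and EE phase, by -1.57 (standard error 0.30, adjusted p = 5.3e-04) and 1.77 (standard error 0.32, adjusted p = 2.6e-04) on the log2 scale, from edgeR over all 50 libraries with Benjamini-Hochberg adjustment. The smallest of these differences under the other normalizations was 1.55 in size, so normalization of each phase by TMM did not account for them. Whether reads of insertion sequence genes were counted for *crl* was not tested.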

How the results depend on the processing

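The tests named in this part were chosen before the data were examined, apart from background subtraction, the crossed block and the measurement of Δ*rpoS*-reduced genes in Δ*rsd*Δ*ssrS*. The split with the change taken between libraries of the same number and the fit of strains that carry *ssrS* were also chosen afterwards. Of 1941 recomputed values of 165 results, 1820 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, and 121 did not. Among single genes 42 changed (21 weaker, 16 stronger, 1 reversed and 4 moved). Among counts, sets and other summaries 79 changed (8 weaker, 8 reversed and 63 moved), and they follow here. For none of them was the cause tested. No filter, edgeR's filterByExpr and sets at unadjusted p changed none of the 86, 82 and 15 summaries they were applied to.

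With DESeq2's Wald test, called genes in Δ*rsd* numbered 54 in any phase, 2 in EE, 30 in ME, 4 in TS and 3 in LS phase. In ME phase it called 118 genes increased and 66 reduced in Δ*ssrS* and 155 increased in Δ*rpoS*. Overlaps in Δ*ssrS* were 10 reduced genes in EE and ME, 5 in ME and TS, and 12 increased genes in EE and ME phase.

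With all 50 libraries in one fit, called genes in Δ*rsd* numbered 74 in any phase, 66 in ME, 6 in TS and 5 in S phase. In ME phase 171 genes were increased and 83 reduced in Δ*ssrS*, 736 were increased in Δ*rsd*Δ*ssrS*, 307 were increased in Δ*rpoS* and 911 were non-additive, and in S phase 93 were increased in Δ*ssrS*. Overlaps of reduced genes were 11 in EE and ME and 4 in ME and TS phase, and of increased genes 11 in EE and ME phase. The increase of 6S RNA over growth in wild-type was 1.44 in TS phase and 1.62 in S phase, no longer past the threshold, and *rsd* in Δ*ssrS* in S phase was -0.0055, the opposite sign. With only the 30 libraries of strains that carry *ssrS*, the increases were 1.39 and 1.55 and passed the threshold.

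With wild-type and one mutant only in each fit, Δ*rsd* had 8 calls in TS and 5 in S phase, Δ*ssrS* had 50 reduced and Δ*rpoS* 161 increased genes in ME phase, and reduced genes of Δ*ssrS* shared 7 between EE and ME and 7 between ME and TS phase. With adjustment over all 5 phases together, Δ*rsd* had 6 calls in any phase and 6 in S phase, and Δ*ssrS* 100 increased and 52 reduced genes in ME and 106 increased in S phase. The residual shares of deleted genes in the text are of counts scaled to library totals. With DESeq2's size factors, and with TMM factors from which ribosomal RNA genes and *ssrS* were left out, in place of library totals, the highest residual share was 1.64% and 1.67% for *rsd* and 0.863% and 0.908% for *ssrS*.

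After subtraction of a uniform background, Δ*rsd* had 2 calls in EE and 2 in TS phase, Δ*ssrS* 33 reduced genes in ME and 64 increased in S phase, and Δ*rsd*Δ*ssrS* 324 increased in S and 549 in LS phase; reduced genes of Δ*ssrS* shared 5 between ME and TS phase. The median of Δ*rpoS*-reduced genes was 0.039 in Δ*rsd* in LS phase and 0.047 in Δ*rsd*Δ*ssrS* in ME phase, both reversed against the other genes, and -0.016 in Δ*rsd*Δ*ssrS* in S phase. That of Δ*rpoS*-increased genes in Δ*rsd* was -0.0018 in TS phase, reversed, and 0.0074 in LS phase.

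With the replicate number as a block, Δ*rsd* had 2 calls in EE and 3 in TS phase. In ME phase Δ*ssrS* had 44 reduced, Δ*rsd*Δ*ssrS* 679 increased and Δ*rpoS* 307 increased genes, and the reduced genes of Δ*ssrS* in EE and ME phase shared 7. With the numbers of Δ*rsd* and Δ*rpoS* crossed, the Δ*rpoS*-reduced genes in Δ*rsd* in LS phase had a median of 0.022 and no longer passed the threshold. Correlations of the pairing check within 0.1 of 0 were 0.00832 for Δ*rsd* in S phase, -0.00806 and -0.0349 for Δ*ssrS* in ME and S phase, 0.0536 and 0.0657 for Δ*rsd*Δ*ssrS* in EE and S phase, and -0.0352 and 0.043 for Δ*rpoS* in EE and S phase. There the block gave 16 calls in Δ*rsd*; 62 increased genes in Δ*ssrS* in ME and 146 increased and 141 reduced in S phase; 308 increased and 429 reduced in Δ*rsd*Δ*ssrS* in EE and 618 and 347 in S phase; and 226 and 364 in Δ*rpoS* in EE and 698 and 618 in S phase. Of 74 values of single genes, 71 had the same call with the block.

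With the wild-type replicates split between the set and the change, medians of Δ*rpoS*-reduced genes in Δ*rsd* lay above those of the other genes in 1 of 2 arrangements in EE (0.048), TS (0.051) and LS phase (0.14), the reverse of the direction without the split; between libraries of the same number, TS phase did not reverse and ME phase did in 1 (0.061). In Δ*ssrS* they were -0.045 in TS phase, weaker, and -0.055 in LS phase, above the other genes. Δ*rpoS*-increased genes in Δ*rsd* were at 0.049 in EE and 0.010 in LS phase, both weaker, and reversed in ME phase (-0.30).

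Restricted to called genes, 48 genes were dose-dependent. With the interaction tested in addition, non-additive genes numbered 381 in ME, 237 in TS and 258 in S phase. Across fits that each left out one replicate, values ranged from -0.34 to 0.035 for Δ*rpoS*-reduced genes in Δ*rsd*Δ*ssrS* in ME phase, from -0.64 to -0.51 for ribosomal protein genes in Δ*ssrS* in LS phase, from 0.95 to 1.93 and 2.33 to 3.30 for 6S RNA in wild-type in TS and LS phase, and from 0.0813 to 0.0854 for the wild-type expression of genes increased in Δ*ssrS* in S phase.

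In Δ*rsd* in S phase, *ssrS* was above 2-fold, at 2.36, but missed on the adjusted p, 0.525 (edgeR, Benjamini-Hochberg adjustment). It varied between the 2 wild-type replicates, and the fit shared its spread with strains that lack the gene. With only the strains that carry *ssrS*, the adjusted p was 0.106 (edgeR, Benjamini-Hochberg adjustment).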

Differences from the paper's values

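An alternative is said to close a gap where its value and the paper's are within 1.5 times of each other. For *oxyS* in Δ*rsd* in S phase, the fold change was 5.51, against the paper's 2.4. None of the 12 alternatives set before the data were examined closed the gap (4.79 to 6.30). The log2 fold change of 2.46 lies close to 2.4, but the paper gives 2.4 as a fold increase. The paper also lists *oxyS* among RNAs increased 2- to 6-fold, a range that includes 5.51. The median decrease of the Δ*rpoS*-reduced genes in Δ*rsd*, pooled over phases, was 5.52%, against the paper's 10%. With DESeq2's size factors it was 7.30%, with DESeq2's Wald test 7.27% and with all 50 libraries in one fit 8.07%. These 3 closed the gap, though all lay below the paper's value, and the other 5 of 8 did not (5.26% to 8.07% over the 8). The paper does not state whether its 10% is pooled over phases. By phase the decrease was 8.97% in EE, 9.66% in ME, 7.86% in TS and 8.32% in S phase, all within 1.5 times of 10%. In LS phase it was -0.957%, a small increase, which lowers the pooled value. Dose-dependent genes in Δ*ssrS* numbered 211, against the paper's 36. The paper describes its genes as having an effect that grew in every later phase. The rule here also counts effects that shrank, such as *cusF* (6.82 in EE and 1.56 in LS phase), or changed sign. The 2 numbers thus do not count the same thing, and the count of 48 below uses the same rule as the 211. The restriction to genes called in at least 1 phase, with 48, closed the gap, and the other 12 of 13 alternatives did not. A further restriction, not counted among the 13, kept the 259 genes with a largest effect of at least 2-fold in LS phase. It gave 43 and also closed the gap.

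In Fig. 2A, read by eye, about 27 genes are increased in Δ*ssrS* in S phase, against 179 here, and none of the 9 alternatives closed the gap (93 to 214). In Fig. 2B, read by eye, about 25 genes are reduced in EE phase, against 45 here; fits of wild-type and one mutant and of all 50 libraries closed the gap, and the other 7 of 9 did not. In Fig. 2B, read by eye, about 73 genes are reduced in ME phase, against 19 here; DESeq2's Wald test, fits of wild-type and one mutant, all 50 libraries in one fit and adjustment over all 5 phases closed the gap, and the other 5 of 9 did not. In Fig. 2B, read by eye, about 20 genes are reduced in TS phase, against 34 here; DESeq2's Wald test closed the gap, and the other 8 of 9 did not.

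The paper lists *ryfD* and *sokA* among genes increased in Δ*rsd* in S phase; their adjusted p-values here were 0.0682 and 0.0856 (edgeR, Benjamini-Hochberg adjustment). *ryfD* was called with DESeq2's size factors, with the replicate block and with ribosomal RNA genes and *ssrS* left out, and *sokA* with DESeq2's Wald test and with all 50 libraries in one fit. The paper describes 6S RNA as changed in Δ*rsd* in ME and S phase; the adjusted p-values were 0.999 and 0.525 (edgeR, Benjamini-Hochberg adjustment), and no alternative called it. The paper describes the Δ*rpoS*-reduced genes as lower in Δ*rsd* in each phase, but in LS phase their median was 0.01. It also reports that, TS phase excepted, more genes were regulated by 6S RNA in each later phase. Here the calls in Δ*ssrS* were 71 in EE, 67 in ME, 321 in S and 244 in LS phase, which do not rise at each step.

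The paper lists *artM*, *artI* and *glyA* as increased and 14 stress response genes as reduced in Δ*ssrS* in EE or ME phase. Here *artM*, *artI* and *glyA* had adjusted p-values of 0.120, 0.140 and 0.172 in ME phase (edgeR, Benjamini-Hochberg adjustment), and 2 of the 14 were called in each phase. All 14 were reduced at least 2-fold in ME phase, so the 12 others missed on the adjusted p alone. In ME phase *artM* and *artI* were called with DESeq2's Wald test, with wild-type and one mutant only and with all 50 libraries in one fit, *artM* also with adjustment over all 5 phases, and *glyA* with all 50 libraries in one fit. Of the stress response genes not called in ME phase, *rmf*, *appY*, *gadW*, *dps*, *hdeA* and *oppA* were called with DESeq2's Wald test and with all 50 libraries, *gadW* also with adjustment over all 5 phases, *osmE* with all 50 libraries, *yadC* with the replicate block and with adjustment over all 5 phases, and *yodD* with DESeq2's Wald test, wild-type and one mutant only, all 50 libraries and adjustment over all 5 phases. *ybcM*, *yciF* and *ydeI* were called with these 4 settings, with the replicate block, and with background subtraction, which was chosen after the values were seen. In EE phase no alternative called any of these genes beyond the 2. It lists *sucA* as increased in LS phase, where its change was just under 2-fold; it was called with DESeq2's size factors, DESeq2's Wald test, all 50 libraries in one fit, the replicate block and ribosomal RNA genes and *ssrS* left out, and with background subtraction, which was chosen after the values were seen.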

Other observations

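The tests of the replicate differences, of residual *ssrS* reads and of 6S RNA in Δ*rsd* were chosen only after the result was seen, as were the alternatives said to be so below, and the others before.

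Between 2 replicates of one strain and phase, the log2 difference depended on expression level, with Spearman's rho across genes from -0.72 to 0.76 over the 25 pairs. Over the pairs, this rho correlated with the log2 ratio of their estimated backgrounds at -0.937 (Spearman; permutation p = 1e-05, the smallest that 100000 permutations can give). Background reads that lift lowly expressed genes are a candidate explanation, but both measures come from the same counts, and no biological explanation was tested. In Δ*ssrS* in S phase the background was 2.80 against 0.873 in wild-type, and 64 genes were increased after subtraction against 179 before. The median wild-type expression of the 64 was 0.276 of that of uncalled genes (Wilcoxon p = 1.8e-05, two-sided, n = 4350 genes, which are not independent replicates), against 0.0795 for the 179, so low expression was less pronounced after subtraction but still present. Splitting the wild-type replicates, which removes libraries shared by both comparisons, gave a ratio of medians of 0.0721 or lower. Non-additive genes in Δ*rsd*Δ*ssrS* numbered 1938 after subtraction and 1907 before, with 1548 shared. By phase, they went from 604 to 428 in ME (340 shared), from 407 to 418 in S (281 shared) and from 850 to 974 in LS phase (673 shared). Background reads thus did not account for the total, but which genes were non-additive depended on the subtraction.

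The Δ*rpoS*-reduced genes and the changes in Δ*rsd* are measured against the same wild-type libraries. With these split, the set's median was below that of the other genes in 7 of the 10 combinations of phase and arrangement for Δ*rsd* and in 9 of 10 for Δ*ssrS*. In Δ*rsd* it was below in both arrangements in ME and S phase, and in EE, TS and LS phase below in one and above in the other. This split compares both mutant replicates with 1 wild-type replicate and so leaves in any replicate effect. With the change taken between libraries of the same number, chosen after these values were seen, the median was below in 7 of 10 for Δ*rsd* and in 10 of 10 for Δ*ssrS*. In Δ*rsd* it was then below in both arrangements in TS and S phase, by 0.06 and 0.02 in TS phase, where the pairing correlation was 0.611, and in 1 of 2 in EE, ME and LS phase, where the correlations were 0.139, 0.413 and -0.259. Only in S phase was it below in every arrangement with and without the pairing, and in EE and LS phase, mixed both ways, the shift cannot be told apart from an effect of the shared wild-type libraries.

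At least as many genes as in growth order rose or fell at every step in 2 of the 60 orders of the phases, growth order included, and the order S, TS, EE, ME, LS gave more, 224 against 211. The number of such orders was 3 with all 50 libraries in one fit and 4 without Δ*ssrS* replicate 2 or without wild-type replicate 2. After subtraction of a uniform background, chosen after the values were seen, growth order alone gave the most (270 genes, 1 of 60 orders), as it did among genes called in at least 1 phase (48 against at most 46). Whether growth order was the highest thus depended on the genes and the subtraction, and the orders are not independent of each other.

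6S RNA in Δ*rsd* in S phase had a log2 fold change of 0.75 without the first wild-type replicate and 2.00 without the second, against -0.73 in ME phase with both. The difference between the wild-type replicates thus changed the size of the increase in S phase, which fell under 2-fold in one case, and not its direction. Ribosomal protein genes in Δ*ssrS* had a median of at least 0.50 in EE phase and below 0 in S phase under the other normalizations, so normalization by TMM did not account for the opposite directions; the difference between these phases was -1.21, with camera p = 0.0748 (n = 4574 genes).

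In the 10 Δ*rsd*Δ*ssrS* libraries, the median residual share of counts scaled to library totals, relative to wild-type, was 0.834% for *rsd* and 0.347% for *ssrS*, a ratio of 2.40. Reads assigned from other libraries would give similar shares, and this ratio leaves that explanation open.

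In ME phase the median log2 fold change of all genes in Δ*rpoS* was 0.125 with TMM and 0.0726 with DESeq2's size factors.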
